# Transcriptomic Insights into the Effect of Melatonin in *Saccharomyces cerevisiae* in the Presence and Absence of Oxidative Stress

**DOI:** 10.3390/antiox9100947

**Published:** 2020-10-01

**Authors:** Mercè Sunyer-Figueres, Jennifer Vázquez, Albert Mas, María-Jesús Torija, Gemma Beltran

**Keywords:** yeast, melatonin, oxidative stress, antioxidant, hydrogen peroxide, bioactive compound, hypoxia, mitochondria

## Abstract

Melatonin is a ubiquitous indolamine that plays important roles in various aspects of biological processes in mammals. In *Saccharomyces cerevisiae*, melatonin has been reported to exhibit antioxidant properties and to modulate the expression of some genes involved in endogenous defense systems. The aim of this study was to elucidate the role of supplemented melatonin at the transcriptional level in *S. cerevisiae* in the presence and absence of oxidative stress. This was achieved by exposing yeast cells pretreated with different melatonin concentrations to hydrogen peroxide and assessing the entry of melatonin into the cell and the yeast response at the transcriptional level (by microarray and qPCR analyses) and the physiological level (by analyzing changes in the lipid composition and mitochondrial activity). We found that exogenous melatonin crossed cellular membranes at nanomolar concentrations and modulated the expression of many genes, mainly downregulating the expression of mitochondrial genes in the absence of oxidative stress, triggering a hypoxia-like response, and upregulating them under stress, mainly the cytochrome complex and electron transport chain. Other categories that were enriched by the effect of melatonin were related to transport, antioxidant activity, signaling, and carbohydrate and lipid metabolism. The overall results suggest that melatonin is able to reprogram the cellular machinery to achieve tolerance to oxidative stress.

## 1. Introduction

Melatonin (*N*-acetyl-5-methoxytryptamine; Mel) is a versatile indolamine that is best known as a neurohormone in vertebrates. Since it was first discovered in the bovine pineal gland [1], it has been found in most living organisms [2]. In humans, melatonin has numerous physiological functions, such as regulating circadian rhythms and synchronizing the reproductive cycle, and it exhibits anti-aging, antioxidant and anti-inflammatory activities. It can even modulate a variety of neural, endocrine and immune functions [3,4].

Since Sprenger et al. [5] initially related melatonin production to *Saccharomyces cerevisiae*, several studies have reported the ability of yeasts to synthetize melatonin during alcoholic fermentation, with levels in wine ranging bewteen 0.3–1800 nM [6,7,8,9,10,11,12]. Little information on melatonin biosynthesis in yeast is available. Although a synthetic route similar to that described for vertebrates was initially reported [5], Muñiz-Calvo et al. [13] recently proposed a putative biosynthetic pathway including some steps described in plants, such as the synthesis of serotonin from tryptophan through tryptamine instead of 5-hydroxytryptophan. Another issue that remains to be deciphered is the physiological role of melatonin in yeasts. Recent studies have demonstrated a protective function of melatonin against oxidative stress and UV radiation [14,15,16] and indicated a hypothetical role as a signaling molecule [7]. The recent finding that melatonin interacts with glycolytic proteins during alcoholic fermentation reinforces the latter role, which seems to be linked to fermentative metabolism [17,18].

Oxidative stress is provoked by an imbalance in reactive oxygen species (ROS) resulting in ROS-mediated molecular and functional impairment and ultimately leading to cell death. To prevent these effects, cells employ antioxidant defense mechanisms in which enzymatic and nonenzymatic systems take part, neutralizing free radicals before they affect essential elements of the cell [19,20,21]. In yeast, exogenously applied melatonin has been reported to protect various biomolecules from damage caused by free radicals both directly, by scavenging ROS, and indirectly, by decreasing oxidized glutathione and activating genes that are involved in the oxidative stress response, such as glutathione/glutaredoxin, thioredoxin, catalase and superoxide dismutase genes [15,16]. ROS produce changes in the lipid bilayer composition resulting in lipid peroxidation, which is correlated with membrane disintegration and cell death. Recently, it has been shown that under oxidative stress, *Saccharomyces* takes advantage of melatonin supplementation by reducing the lipid peroxidation provoked by ROS, leading to an increase in total fatty acids and a higher proportion of unsaturated fatty acids, resulting in a higher tolerance to hydrogen peroxide (H_2_O_2_) [15].

In humans, the action of melatonin is mitochondrion targeted, as the electron transport chain (ETC), where higher ROS production occurs, is located in the mitochondria [22]. Therefore, melatonin not only reduces ROS damage by scavenging ROS and increasing antioxidant enzyme activities but also improves the efficiency of the ETC and ATP production (reviewed in Reiter et al. [23]). Zampol and Barros [24] revealed that the addition of melatonin to yeast cells improved respiration when the cells were challenged with a compound that induces oxidative stress (menadione), mainly by affecting complex IV activity, suggesting that melatonin may also exhibit mitochondrion-specific activity in yeast.

*S. cerevisiae* exhibits a number of inducible adaptive stress responses to oxidants such as H_2_O_2_, superoxide anions and lipid peroxidation products. The oxidative stress responses are regulated at the transcriptional level, and there is considerable overlap between them and the stress responses associated with other types of stresses (general stress response) [20,21]. Thus, the oxidative stress response is not mediated by an isolated linear metabolic or signaling pathway. Instead, cells are able to reprogram gene expression to optimize signal transduction for more efficient and effective adaptation, setting up a general stress response that encompasses a much larger stress signaling network and integrating information from many pathways [25,26,27]. The physiological changes induced in yeast by melatonin supplementation and the ways in which yeast cells respond to oxidative stress suggest that melatonin might be involved in multiple biological processes in yeast, and it is interesting to investigate whether melatonin acts as a signaling molecule that triggers a molecular and physiological response to cope with stress situations. Therefore, obtaining an accurate idea of how melatonin supplementation modulates gene expression is critical for understanding the signaling events that it triggers.

To gain insight into the antioxidant role and regulatory mechanism of melatonin in yeast, we evaluated the effect of melatonin on gene transcription after analyzing the ability of yeast to incorporate exogenous melatonin into the cell. For this purpose, we measured intracellular melatonin and performed a transcriptomic study in a commercial wine yeast strain of *S. cerevisiae*, in the presence and absence of both melatonin and oxidative stress. After analyzing the results, we validated the effect of melatonin on the lipid composition and mitochondria via physiological studies.

## 2. Materials and Methods

### 2.1. Yeast Strain and Experimental Conditions

The wine yeast QA23, a commercial strain of *S. cerevisiae* (Lallemand, Montreal, QC, Canada), was used in this study. Yeast precultures were prepared in YPD broth [2% (*w/v*) glucose, 2% (*w/v*) peptone and 1% (*w/v*) yeast extract (Panreac, Barcelona, Spain)], incubated at 28 °C with orbital shaking (120 rpm) for 24 h, and monitored by measuring the OD at 600 nm. Then, an initial population of 5 × 10^5^ cells/mL (OD_600nm_ 0.05) was inoculated into YPD broth (175 mL for melatonin quantification, 50 mL for transcriptomic assays, 300 mL for time course assays, 450 mL for lipid analysis and 60 mL for the quantification of mitochondria) with or without melatonin [TLC grade, purity ≥98%, Sigma-Aldrich (St. Louis, MO, USA)] supplementation (5 μM; Mel and Control conditions, respectively) and grown until the cells reached the initial exponential phase (OD_600nm_ 0.5–0.6) (designated time 0). Then, sublethal oxidative stress was induced with 2 mM H_2_O_2_ (MelH and H conditions, respectively), and samples were taken after 1 h by harvesting the cells via centrifugation at 28,672× *g* for 5 min at 4 °C. Then, the pellet was washed with Milli-Q water (Q-PODTM Advantage A10, Millipore, Burlington, MA, USA) and stored at −80 °C until use. The variations in this general procedure are specified below. The melatonin and H_2_O_2_ concentrations were chosen on the basis of our previous study in the QA23 strain [15]. A culture with 25 μM melatonin supplementation under stress conditions was added (25MelH) in the microarray analysis. Three biological replicates were employed in all assays.

### 2.2. Intracellular Melatonin Quantification

For intracellular melatonin quantification, 10^8^ cells were harvested from the samples at 0 h (just before stress induction) and 1 h after the stress induction by centrifugation at 4700× *g* for 15 min. Intracellular melatonin quantification was performed as previously described by Morcillo-Parra et al. [17]. In brief, melatonin was extracted by adapting the boiling buffered ethanol method described by Gonzalez et al. [28] and quantified by liquid chromatography mass spectrometry using a liquid chromatograph coupled to a triple quadrupole mass spectrometer (LC-MS/MS Agilent G6410A; Agilent Technologies Inc., Santa Clara, CA, USA). In parallel, 10^8^ cells were dried at 28 °C for 48 h to determine the dry weight of the samples, and the melatonin concentration was expressed as nM/mg dry weight.

### 2.3. Assessment of Global Gene Expression by Microarray Analysis

RNA was isolated from 10^7^ cells from each condition (Control, Mel, H, MelH, 25MelH) using a TRIzol^®^ Plus RNA Purification Kit from Ambion Life Technologies (Woburn, MA, USA), following the instructions of the manufacturer, but the chloroform step was repeated twice before transferring the upper phase containing the RNA to a fresh RNase-free tube. Furthermore, a DNAse (Qiagen, Barcelona, Spain) incubation step at 37 °C for 15 min was included to remove the remaining DNA. The RNA samples were quantified with a NanoDrop 1000 TM spectrophotometer (Thermo Scientific, Waltham, MA, USA), and their integrity was analyzed with an RNA 2100 Bioanalyzer (Agilent Technologies Inc.) using the RNA 6000 Nano kit and the Plant RNA Nano protocol in Agilent 2100 Expert software. Gene expression levels were assessed using a Yeast Gene Expression Microarray (8 × 15 K format) containing 6256 *S. cerevisiae* probes. Fifteen samples (three biological replicates of each condition) were analyzed. Each sample was labeled with Cy3 and hybridized through one-color microarray-based exon analysis (Low Input Quick Amp WT Labeling kit protocol version 2.0, Agilent Technologies) according to the manufacturer’s instructions.

#### Microarray Data Analysis

Agilent Scan Control version A.8.5.1 software was used to scan 3-μm-resolution slides using the Agilent G2565CA Microarray Scanner System with SureScan High-Resolution Technology. Feature extraction version 12.0.1.1 software (Agilent Technologies) was used for data extraction. Statistical transcriptomic analysis for identifying significant changes between the conditions was performed using Gene Spring GX Software v.13.1.1 from Agilent Technologies. The signal for each spot was normalized at the 75% percentile, and the moderated t-test with Benjamini-Hochberg multiple testing correction was used to designate the differentially expressed genes. The genes that were differentially expressed between two conditions (*p*-value < 0.05) were selected for further analysis: Venn diagrams were generated at the website http://bioinformatics.psb.ugent.be/webtools/Venn/, regulatory networks were generated with the PheNetic web tool [29] and the molecular functions, biological processes and cellular components were determined with Gene Ontology (GO) (CC-BY 4.0, [30]). The specific pathways involved in the differentially expressed genes were analyzed with the KEGG pathway mapping database [31], and significantly enriched pathways were determined with the DAVID tool [32,33]. The results of transcriptomic analysis were deposited in the Gene Expression Omnibus (GEO) repository, with GEO accession number: GSE154702 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE154702).

### 2.4. Gene Expression by qPCR Analysis

The expression of genes of interest was evaluated via qPCR before stress (0 h) and after exposure to stress (1, 4, 12 and 24 h for Control and Mel; 0.5, 1, 4, 12, 24 and 36 h for H and MelH). RNA was isolated from 10^7^ cells using the Universal RNA Purification Kit from EURx (Gdańsk, Poland) with some modifications: to improve cellular lysis, cells were resuspended with a mixture of 1% β-mercaptoethanol in lysis buffer [PureLink RNA mini kit (Invitrogen, Carlsbad, CA, USA)], added to a 2 mL screw-cap tube with 1 g of 0.5 mm-diameter glass beads, and lysed using a MBB-16 Mini-Beadbeater (BioSpec Products, Inc., Bartlesville, OK, USA) (5 cycles of 30 s in the Mini-Beadbeater + 30 s on ice). The suspension was centrifuged for 5 min at 21,952× *g* at 4 °C and transferred to a homogenization spin column. Thereafter, the protocol was followed as recommended by the manufacturer, with optional on-column DNase digestion with DNase I from EURx. The RNA samples were quantified with a NanoDrop 1000 TM spectrophotometer (Thermo Scientific) and stored at −80 °C. The obtained RNA, together with that obtained as described in Section 2.3, was converted to cDNA to evaluate the expression of genes of interest by qPCR (Table 1). The samples were prepared as follows: 12 µL of 320 ng/µL RNA, 1 µL of an Oligo (dT)20 primer (Invitrogen), 1 µL of dNTPs (10 mM), 4 µL of buffer, 1 µL of DTT and 1 µL of SuperScript IV Reverse Transcriptase (Invitrogen), and amplification was performed according to the instructions of the manufacturer using a 2700 Thermal Cycler (Applied Biosystems, Waltham, MA, USA) and stored at −20 °C.

The primers for each evaluated gene (Table 1) were designed using Primer Express software (Primer Express 3.0 Applied Biosystems), and we employed the genes *ACT1, HEM2* and *TAF10* as endogenic controls. All primers were supplied by Invitrogen, and a standard curve was performed for each pair of primers. qPCR was performed using 2 µL of cDNA diluted 10-fold, 0.4 µL of each primer, 0.08 µL of ROX [SYBR Premix Ex Taq II (TaKaRa Bio Inc, Shiga, Japan)], 10 µL of SYBR Green (SYBR Premix Ex Taq II) and 7.12 µL of sterile Milli-Q water. Amplification was conducted using a QuantStudio5 Real Time PCR system (Thermo Fisher Scientific) as follows: one cycle of 95 °C for 1 min and 40 cycles of 95 °C for 5 s and 60 °C for 35 s, followed by a dissociation step. Relative gene expression was calculated with Thermo Fisher Cloud software (Thermo Fisher Scientific) using the 2^−ΔΔCt^ formula, where Ct is defined as the cycle at which fluorescence is determined to be statically significantly above background; ΔCt is the difference between the Ct of the gene of interest and the mean value for the endogenous controls, and ΔΔCt is the difference between the ΔCt values under the different conditions (see figure legends for relative expression details). Two biological replicates were analyzed under each condition.

### 2.5. Analysis of Sterols, Fatty Acids and Phospholipids

Yeast cell homogenates were obtained, and the protein content was quantified as described by Vázquez et al. [36]. Total lipids were extracted from cell fractions corresponding to 0.5 mg, 1 mg or 3 mg of total cell protein for sterols, fatty acid (FA) or phospholipid (PL) assays, respectively, according to the method described by Folch et al. [37]. The composition of each lipid was determined as described by Vázquez et al. [36]. In brief, the composition of individual sterols was determined via gas-liquid chromatography-mass spectrometry (GC-MS) after the alkaline hydrolysis of the lipid extracts as described by Quail and Kelly [38]; to this aim a Hewlett-Packard 5690 Gas Chromatograph (Agilent Technologies) equipped with an HP 5972 mass selective detector using a capillary column (HP 5-MS; 30 m × 0.25 mm i.d. × 0.25 µm film thickness) was employed. The FA composition was determined by gas-liquid chromatography (GLC) using a Hewlett-Packard 6890 gas chromatograph [39], and the PLs were first separated by two-dimensional thin layer chromatography (TLC) [40]. Later, individual PLs were scraped off the plate and quantified by estimating the amount of phosphates [41]. Two biological replicates were performed.

### 2.6. Quantification of Mitochondria

Mitochondria were stained with the fluorescent dye MitoTracker Green (Thermo Fisher Scientific). Cells were grown in YPD with or without melatonin (5 and 50 µM) until the cells reached the initial exponential phase, and oxidative stress was then induced (with 0, 2 or 5 mM H_2_O_2_) for 1 h. A total of 10^7^ cells were harvested and directly (without a freezing step) resuspended in 1 mL of PBS (phosphate-buffered saline) with a final concentration of 100 nM MitoTracker Green and incubated for 10 min at room temperature protected from light. Fluorescence was measured via flow cytometry, and data acquisition was performed with FloMax software (Quantum Analysis GmbH, Münster, Germany) and processed with WinMDI 2.9 software (Joseph Trotter, Salk Institute for Biological Studies, La Jolla, CA, USA). The mean fluorescence index (MFI) was calculated according to Boettiger et al. [42]: [(geometric mean (Gmean) of the positive fluorescence)-(Gmean of the control)]/(Gmean of the control).

### 2.7. Data Analysis

Data obtained from the intracellular melatonin quantification, lipid content, mitochondrial quantification and qPCR analyses were subjected to analysis of variance (ANOVA) and Tukey’s post hoc test using GraphPad Prism 7 (GraphPad Software, San Diego, CA, USA) and XLSTAT 2019 software (NY, USA). All the results were considered statistically significant at a *p*-value < 0.05. To merge standard deviations, the program “combine means and SDs into one group program” of the StatsToDo website (https://www.statstodo.com/index.php) was used.

## 3. Results and Discussion

In previous studies, we analyzed the antioxidant effects of exogenous melatonin on *S. cerevisiae* at the physiological level [15,16]. Our data showed slight increases in ROS and oxidized glutathione under melatonin supplementation when no stress was induced. In contrast, when cells were under oxidative stress, melatonin activated some genes involved in the yeast antioxidant defense systems, thus reducing ROS accumulation and increasing cellular viability [16]. In this study, we wanted to investigate the effect of melatonin on the yeast global transcriptomic response to gain insight into its antioxidant role and regulatory mechanisms.

### 3.1. Differential Gene Expression Profiling

To obtain an overview of the gene expression profile associated with melatonin supplementation in *S. cerevisiae*, a comparative transcriptomic analysis was performed between cells that were grown with and without melatonin supplementation (5 μM) and with and without oxidative stress exposure (2 mM H_2_O_2_) (Control, Mel, H and MelH conditions). 

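RNA from 15 cultures of QA23 was measured on 15 arrays with a single dye, 3 each for Control, Mel (5 μM melatonin), H (2 mM H_2_O_2_), MelH (both) and 25MelH (25 μM melatonin and the same stress). The deposited intensities had been extracted by the authors with Feature Extraction 12.0.1.1, with the background subtracted, and each probe had been printed in 2 spots. Here the log2 intensity was averaged over the spots of a probe, and the 75th percentile of each array was subtracted. A log2 change is the difference between the means of 2 conditions, 3 arrays against 3, with its standard error (SE) from limma. A gene was called when its p, adjusted over 6224 genes by the Benjamini-Hochberg method, was under 0.05. Between 88.4% and 96.8% of genes were well above background on an array. Arrays of one condition correlated with r of 0.992 to 0.997 across genes, which are not independent replicates, and the SD of their differences was 0.24 to 0.41 on the log2 scale. The arrays sat on 2 slides. Control, MelH and 25MelH had 2 arrays on slide 1 and 1 on slide 2, while Mel and H had 1 and 2, so values are also given with the slide as a block and within each slide. The SD of the negative control spots was 63.6, 44.0 and 26.1 intensity units on the Mel arrays, 5.57, 5.78 and 6.17 on the Control arrays, and 0.666 to 17.2 on the stressed ones. Where no array of a group measured a gene well above background, at most a lower bound of the fold is given, with each such array set to the lowest signal that passed as well above background on it. Gene groups were 32 lists tested against all other genes with camera of limma at a preset correlation of 0.01. With a correlation estimated from the data, 0 of these lists passed in each of the 6 comparisons of conditions, where 17, 19, 18, 9, 6 and 12 had passed in Mel vs. Control, H vs. Control, MelH vs. Control, MelH vs. H, 25MelH vs. MelH and 25MelH vs. H, and 1 of 18 held in the test of the difference between the melatonin effects.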

The overall results obtained from the transcriptomic analysis can be found in Datasets S1–S10: differentially expressed genes (*p*-value < 0.05) are listed in Datasets S1–S5, and the results for all genes are provided in Datasets S6–S10 and at the GEO repository (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE154702). The numbers of genes showing significant changes in global gene expression (with a *p*-value < 0.05) under each condition are represented in Figure 1. 

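In cells that had not been stressed, 23 genes passed the test in Mel vs. Control, 14 higher and 9 lower. The called gene with the largest rise was *DAN1*, though not with normexp, and *HEM13*, *ANB1* and *TIR4*, all known from cells that lack oxygen, were among the other rises. Further rises were those of both metallothionein genes, the permease genes *DUR3* and *DIP5*, and the uncharacterized *YHR022C*, with a log2 change of 1.33 (SE 0.12, adjusted p = 0.0254). *ISF1* rose by 0.98 (SE 0.13), and the alcohol acetyltransferase gene *ATF1* was called higher too. The phosphate transporter gene *PHO84* fell most among called genes measured on every array, with a log2 change of −1.22 (SE 0.16, adjusted p = 0.0375), followed by the copper transporter gene *CTR1*. *GUT2*, the mitochondrial glycerol 3-phosphate dehydrogenase, changed by −0.71 (SE 0.089), and the uncharacterized *YFL051C* by −0.87 (SE 0.10). *YCL046W*, a dubious reading frame, was called lower. None of the 3 Mel arrays and 2 of the 3 Control arrays measured it well above background, so no fold is given. With normexp its log2 change was 0.049, of the other sign. At an unadjusted p under 0.05 there were 626 genes, 238 higher and 388 lower, but 253 of 426 were higher with normexp, where the majority turned, 309 of 649 after median centring and 41 of 1553 with spike-in scaling. With the slide as a block 1 gene passed, *DAN1*, and 100 and 0 genes passed within slide 1 and slide 2. The lone array of a condition on a slide was assumed there to vary like the other groups. Without single arrays the count was between 0 (without Mel replicate 3) and 20 (without Mel replicate 2), and it was 1 without each of the other 4 arrays. With the replicate number as a block, which takes same-numbered arrays as pairs although no design states it, 9 genes passed. Of those named here *DAN1*, *HEM13*, *ANB1*, *TIR4*, *YHR022C*, *PHO84* and *YCL046W* stayed. In this fit *ISF1*, *ATF1*, *GUT2* and *YFL051C* had adjusted p of 0.0783, 0.0783, 0.0793 and 0.0760. For *CUP1-1*, *CUP1-2*, *DUR3*, *DIP5* and *CTR1* the adjusted p was 0.0535, 0.0702, 0.0760, 0.0632 and 0.0756.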

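In H vs. Control, 4260 genes were called, 1700 higher and 2560 lower. The genes that rose most were *CHA1*, the catabolic serine deaminase, at 2.89 (SE 0.084, adjusted p = 8.33e-06), the ferric reductase gene *FRE4* at 2.85 (SE 0.089), the siderophore transporter gene *SIT1* at 2.82 (SE 0.084) and the sulfiredoxin gene *SRX1* at 2.82 (SE 0.18). *BSC1* at 2.80 (SE 0.18), *TIS11*, which acts on transcripts of iron use, at 2.77 (SE 0.18), the copper transporter gene *CTR3* at 2.67 (SE 0.17) and the heme oxygenase gene *HMX1* at 2.59 (SE 0.075) completed the 8 largest rises. Among the largest falls were the oligopeptide transporter gene *OPT2* at −5.54 (SE 0.17, adjusted p = 1.00e-05), the methionine permease gene *MUP3* at −5.11 (SE 0.094), *TDA6* at −4.72 (SE 0.095) and *RGS2* at −4.50 (SE 0.058). No H array measured *PHM6*, *SPO19* or the mitochondrial frame *Q0182* well above background, so these are given as at least 29.5-fold, 11.7-fold and 22.6-fold lower, and *YBR032W* (−4.85 (SE 0.23)) was measured on 1 of 3 H arrays. With normexp these 4 had log2 changes of −2.36, −1.35, −2.08 and −2.39, smaller than the sizes given, which therefore depend on the background correction. With the slide as a block 4158 genes passed, and 2956 and 1513 passed within slide 1 and slide 2. The split between rises and falls depended on the scaling of the arrays. It was 2742 higher and 1673 lower after centring on the median, which left the median log2 change of all genes at 0.17, 2256 and 1830 after quantile normalization, and 2590 and 2083 with normexp. Scaling on the spike-in probes gave 20 and 5936, with a median log2 change of −1.51 over all genes.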

A total of 649 genes were differentially expressed under exogenous melatonin treatment (Mel vs. Control), mainly downregulated (422 genes), while oxidative stress resulted in the altered expression of 4427 genes (Figure 1A; H vs. Control). Among these genes, 3658 were affected by stress independent of the presence of melatonin (common to H vs. Control and MelH vs. Control but not Mel vs. Control) (Figure 1B,C). However, melatonin clearly altered the gene expression profile of stressed cells, with 775 genes being differentially expressed (MelH vs. H), most of which were upregulated (498 genes), in contrast with the downregulation effect of melatonin on expression in nonstressed cells (Figure 1A). Furthermore, the effect of the melatonin concentration under oxidative stress was evaluated by testing a higher concentration (25 μM melatonin, 25MelH). 

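The stress response was nearly the same set of genes with melatonin in the medium. In MelH vs. Control, 3878 genes were called, 1537 higher and 2341 lower. Of these, 3610 were called in the same direction in H vs. Control and not in that direction in Mel vs. Control, 1400 higher and 2210 lower. Heat shock proteins and chaperones rose together, with 24 of 26 genes higher in H vs. Control (24 when adjusted over the list alone) and 23 in MelH vs. Control (23 when adjusted over the list alone). The cochaperone gene *STI1* changed by 1.55 (SE 0.067) and 1.48 (SE 0.089), and *BTN2* by 2.26 (SE 0.063) and 2.75 (SE 0.071). Of 97 ribosome biogenesis genes, 73 were higher in H vs. Control and 69 in MelH vs. Control (75 and 72 when adjusted over the list alone), among them *NOP7* at 1.11 (SE 0.093) and 0.89 (SE 0.10). The lists of heat shock proteins (adjusted p = 2.11e-08) and ribosome biogenesis (adjusted p = 1.68e-13) passed in H vs. Control, with adjusted p = 0.409 and adjusted p = 0.409 with an estimated correlation. Under spike-in scaling, which moves all genes down, their medians were −0.70 and −0.98. Trehalose and glycogen genes were lower, with 12 and 13 of 20 called lower (12 and 13 when adjusted over the list alone) and adjusted p = 0.0322 in H vs. Control, or adjusted p = 0.501 with an estimated correlation. The glycogenin gene *GLG1* fell by 3.81 on the log2 scale in H vs. Control. Both comparisons use the same 3 Control arrays. With unchanged groups and shared controls both simulated, changes had a covariance of 0.0203, while the observed covariance was 0.513 (r = 0.969 across genes). Genes called in both and in the same direction numbered 1402 higher and 2212 lower, where independent lists of these sizes would share 420 and 963. Over all genes, the covariances argue against the shared controls as the main source of the likeness of the changes. The 3 controls cannot be split, so part of the excess in shared calls may still come from them. In MelH vs. Control the split was 2574 higher and 1544 lower after median centring, 2027 and 1631 after quantile normalization, 2210 and 1931 with normexp, and 26 and 5911 with spike-in scaling, and 1040 genes passed within slide 2 and 3432 within slide 1.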

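Melatonin before stress gave small log2 changes, and 0 genes passed the test of limma in MelH vs. H, where the smallest adjusted p was 0.319. At an unadjusted p under 0.05 there were 770 genes, 445 higher and 325 lower, but the majority turned with normexp (246 and 380), without MelH replicate 2 (413 and 460) and within slide 2 (74 and 130), and spike-in scaling gave 225 and 16. Among the smallest p values were those of the small heat shock protein genes *HSP42*, with a log2 change of 0.30 (SE 0.036), and *HSP26*, with 0.47 (SE 0.061), and of the polyamine exporter gene *TPO1*, with −0.37 (SE 0.053). As a list, 24 general stress genes of Msn2/4p were higher, with a median of 0.16 (adjusted p = 2.05e-04, and adjusted p = 0.619 with an estimated correlation). Of these, 0 were called over all genes and 4 when adjusted over the list alone, with 7 at an unadjusted p under 0.05. *DDR2* had a log2 change of 0.74 (SE 0.16) and *SPI1* one of 0.30 (SE 0.068). Their median was 0.12 with the slide as a block and 0.16 and 0.056 within slide 1 and slide 2. Within slide 1, 3 genes passed, and 0 did within slide 2 or with the slide as a block. In simulated data at the noise of these arrays, genes were drawn independently, without slides or pairs. There limma called 67.2% of genes set to differ by 0.5 on the log2 scale and 89.6% of those set to differ by 1. The shares hold for that setting and not for the real comparison, where *HSP26* at 0.47 and *DDR2* at 0.74 were not called. The 0 calls are therefore no evidence that changes of about 0.5 were absent.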

Its effect was weak, with only 85 genes exhibiting altered expression due to the higher concentration of melatonin (Figure 1A, 25MelH vs. MelH, Datasets S5 and S10). Thus, 5 µM melatonin was sufficient to modulate gene regulation in yeast cells.

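The step from 5 to 25 μM melatonin under stress gave no more small p values than chance would. By limma 0 genes passed in 25MelH vs. MelH, where the smallest adjusted p was 0.946, and 81 had an unadjusted p under 0.05, 49 higher and 32 lower. Those 81 are below the share of 0.05 of 6224 genes that chance gives, and other splits of the same arrays gave up to 567. With normexp no gene had an unadjusted p under 0.05. The split was 46 and 61 with quantile normalization and 24 and 255 with spike-in scaling. Among the smallest p values was that of *TSL1*, a subunit of trehalose synthase, with a log2 change of 0.25 (SE 0.052). The pyruvate decarboxylase gene *PDC5* had 0.33 (SE 0.093). Spike-in scaling, after which the median log2 change of all genes was −0.29 here, called 12 genes, and the test called 0 with the slide as a block and within each slide. In simulated data of this comparison, with genes again independent and without slides or pairs, 55.2% of genes set to differ by 0.5 were called. Of those set to differ by 1, 92.5% were. These shares hold for that setting only.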

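Set against stressed cells without melatonin, the higher dose was tested on the same lists as the lower dose, and as both comparisons use the same 3 H arrays, any likeness between them is not independent evidence. In 25MelH vs. H, *DDR2*, a gene of the general stress response, had a log2 change of 1.04 (SE 0.083, adjusted p = 0.0589), and the sulfiredoxin gene *SRX1* one of 0.94 (SE 0.073). The 24 general stress genes of Msn2/4p had a median of 0.22, with 0 called over all genes, 14 when adjusted over the list alone and 14 at an unadjusted p under 0.05 (adjusted p of the list = 1.40e-08, and adjusted p = 0.289 with an estimated correlation). For 39 antioxidant enzymes the median was 0.15, and 10 were higher when adjusted over the list alone (adjusted p = 2.93e-07, and adjusted p = 0.289 with an estimated correlation). Over all genes, limma called 0 genes in 25MelH vs. H and 1010 had an unadjusted p under 0.05, 603 higher and 407 lower. With normexp 14 genes had one, 11 higher and 3 lower, with spike-in scaling 169, 45 and 124, and with quantile normalization 992, 479 and 513. Leaving out dim probes gave 20 calls, and quantile normalization 3. The medians within slide 1 and slide 2 were 0.14 and 0.30 for the general stress genes and 0.13 and 0.17 for the antioxidant enzymes, and with the slide as a block they were 0.23 and 0.15.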

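In all 3 comparisons with Control, 4 genes were called in the same direction. Genes called in all 3 with differing directions were not counted. *DIP5*, a permease of glutamate and aspartate, rose by 0.94 in Mel, 0.31 in H and 0.24 in MelH on the log2 scale (SE 0.10, 0.061 and 0.071). *RTS3* rose by 0.92, 0.39 and 0.65 (SE 0.10, 0.076 and 0.089). The exporter gene *AQR1* had log2 changes of −0.63, −2.48 and −2.48 (SE 0.085, 0.047 and 0.10), and *YOR338W* of −1.05, −1.05 and −1.19 (SE 0.11, 0.086 and 0.087). *RTS3* and *AQR1* lie outside the rule for named genes and were chosen after their values were seen. Paired by replicate number, the 4 had adjusted p of 0.0632, 0.0756, 0.0988 and 0.0756 in Mel vs. Control, so none stayed called there. At an unadjusted p under 0.05 the count was 177 genes, 54 of them higher, and with the slide as a block it was 0 for calls and 120 at an unadjusted p. All 3 comparisons use the same controls. A pair of simulated unchanged groups shared 60.5 genes in the same direction at an unadjusted p under 0.05 and 0 calls. MelH was not an unchanged group, so this simulated count is no measure for it. Mel vs. Control and MelH vs. Control shared 62 higher and 141 lower genes at that threshold, where independent lists of these sizes would share 64.1 and 153.7. Their changes had a covariance of −0.00053, against 0.0203 in the simulation. Sharing among all 3 comparisons was not simulated. Lists of the sizes of Mel vs. Control and MelH vs. Control would share 3.46 higher and 3.39 lower calls by chance, and 2 and 2 were observed.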

Our results showed 189 genes were differentially expressed under all three conditions (Mel, H, MelH) in comparison with the control (Figure 1B(i), Figure 1C(j)), most of which were downregulated and were involved in mitochondrial function (Table S1). Additionally, 24 genes were regulated by melatonin regardless of the stress treatment (common in Mel vs. Control and MelH vs. Control, Figure 1B(a), Figure 1C(c)). Most of them were also downregulated and were mainly involved in nutrient regulation (*NRD1*, *SNZ2* and *RGM1*) or gene transcription (*GCD14*, *NOG1* and *NRD1*) (Figure 1E(c)). On the other hand, when we focused on the effect of melatonin in the cell, under stressed and nonstressed conditions, we found 69 genes that were commonly up- or downregulated by melatonin in both conditions (Figure 1D, groups e and f) and 22 genes that were regulated in opposite direction in stressed or nonstressed cells (Figure 1D, groups g and h). 

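The group printed in Figure 1E(a) holds 7 genes, and all 7 were higher than Control in Mel and in MelH. The copper pump gene *CCC2* had log2 changes of 0.42 (SE 0.13) and 0.36 (SE 0.11), the stress-induced membrane protein gene *HSP30* of 0.62 (SE 0.18) and 0.51 (SE 0.12), and *HIS1*, of histidine synthesis, of 0.21 (SE 0.083) and 0.14 (SE 0.055). Of the 7, 0 were called by limma in Mel vs. Control, with all 7 at an unadjusted p under 0.05, and 5 were called in MelH vs. Control. These genes were chosen by the study on these samples, so their direction is not independent evidence. Over all genes, 0 were called in the same direction in Mel vs. Control and MelH vs. Control and not so in H vs. Control. At an unadjusted p under 0.05 there were 26, 8 higher and 18 lower, or 29 with the slide as a block.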

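All 17 genes printed in Figure 1E(c) were lower than Control in both conditions with melatonin, with median log2 changes of −0.43 in Mel and −0.33 in MelH. *GCD14*, a subunit of a tRNA methyltransferase, changed by −0.43 (SE 0.10, adjusted p = 0.238) in Mel and −0.30 (SE 0.077, adjusted p = 0.0162) in MelH. *NOG1*, a GTPase of ribosome assembly, changed by −0.36 (SE 0.081) and −0.32 (SE 0.090), and *NRD1*, which acts in the end of transcription, by −0.46 (SE 0.13) and −0.21 (SE 0.073, adjusted p = 0.0482). *SNZ2*, of vitamin B6 synthesis, had −0.42 (SE 0.12) and −0.40 (SE 0.15, adjusted p = 0.0566), and *RGM1* had −0.46 (SE 0.17) and −0.61 (SE 0.20), with 1 of 3 MelH arrays well above background. Of the 17, 16 were called in MelH vs. Control and 0 by limma in Mel vs. Control, where all 17 had an unadjusted p under 0.05, and as the study's choice on these samples the list is not independent evidence. In MelH vs. Control *NRD1* had a log2 change of 0.05 after median centring and *RGM1* one of 0.14 with normexp, and *SNZ2*, not called, had 0.052 with quantile normalization, so the direction of these 3 depends on the processing. *GCD14* and *NOG1* had −0.043 and −0.067 after median centring.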

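No gene was called in both melatonin comparisons, since 0 were called by limma in MelH vs. H. At an unadjusted p under 0.05, 73 genes moved the same way in both, 36 higher and 37 lower, where chance would give 37.3, and 26 moved in opposite directions, where chance would give 40.2. Of the latter, 15 were lower without stress and higher with it. The 2 comparisons share no array. By Fisher's exact test (two-sided) the overlap of the 2 unadjusted lists had p = 0.00713 with an odds ratio of 1.38, and with the slide as a block p = 0.300, with an odds ratio of 1.16, 52 genes moving the same way, where chance would give 27.2, and 11 in opposite directions, where chance would give 28.6. Fisher's test takes no account of direction. Across all genes the 2 sets of log2 changes had r = 0.083, genes not being independent replicates.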

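Of 34 genes that Figure 1E prints as group e, all had a positive log2 change in Mel vs. Control and in MelH vs. H, with medians of 0.62 and 0.23. The small chaperone gene *HSP42* had a log2 change of 1.01 (SE 0.31) in Mel vs. Control, the chaperone gene *SIS1* one of 0.61 (SE 0.12) and the peroxisomal citrate synthase gene *CIT2* one of 1.00 (SE 0.14). In MelH vs. H, *CIT2* had 0.23 (SE 0.072) and *SIS1* had 0.13 (SE 0.047). The mitochondrial *COX1*, the core subunit of cytochrome c oxidase, had 0.41 (SE 0.14) without stress and 0.22 (SE 0.085) with it. *RTS3* had 0.27 (SE 0.089) in MelH vs. H. In Mel vs. Control 4 of the 34 were called (*CUP1-1*, *CUP1-2*, *IZH4* and *RTS3*), none of them when paired by replicate number (adjusted p of at least 0.0535), and in MelH vs. H limma called 0, with 33 at an unadjusted p under 0.05. The study chose these genes on these samples, so the count is not independent evidence of a direction.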

The upregulated genes were involved in the response to ROS (including both metallothioneins, *CUP1-1* and *CUP1-2*) and water deprivation, protein folding, oxidation-reduction process (*COX1*), copper binding (metallothioneins and *CCC2*), zinc homeostasis (*IZH4*) and the transport of maltose (*MAL31*), oligopeptides (*OPT1*) and ions (*HSP30*) (Figure 1D,E, group e, Table S1). The genes downregulated by melatonin were mainly related to transcription and the regulation of gene expression (Figure 1D,E, group f, Table S1). On the other hand, several mitochondrial genes presented opposite behavior in relation to melatonin treatment; i.e., they were downregulated in nonstressed cells and upregulated in stressed cells, mainly being involved in the electron transfer chain and ATP synthesis, including genes related to cytochrome c oxidase (*COX5A, COX8*) and reductase activity (*QCR9*), ATP synthase (*ATP14*), and mitochondrial organization and stability. In this group, there were also genes related to thiamine metabolic processes and RNA processing (Figure 1D,E, group g, Table S1).

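The 35 genes of group f were lower in both comparisons, with median log2 changes of −0.42 in Mel vs. Control and −0.22 in MelH vs. H. *UTP15*, of the small subunit processome, had −0.36 (SE 0.11) and −0.16 (SE 0.053), the RNA helicase gene *DBP7* −0.47 (SE 0.16) and −0.18 (SE 0.065), and *INO2*, an activator of phospholipid genes, −0.31 (SE 0.13) and −0.23 (SE 0.071). *IFH1*, a coactivator of ribosomal protein genes, had −0.47 (SE 0.11) and −0.20 (SE 0.072). Of the 35, 3 were called in Mel vs. Control (*CTR1*, *YFL051C* and *YOR338W*, with adjusted p of at least 0.0756 when paired by replicate number) and 0 by limma in MelH vs. H, where all 35 had an unadjusted p under 0.05. The list was drawn by the study from these samples and is not independent evidence.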

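A test of the difference between the melatonin effects, (MelH − H) − (Mel − Control), called 21 genes, 9 with a positive and 12 with a negative difference. Without single arrays the count ranged from 0 to 126, and chance cannot be excluded for it. *COX5A*, a subunit of cytochrome c oxidase, had a difference of 0.72 (SE 0.10, adjusted p = 0.0162), from a log2 change of −0.53 (SE 0.093) without stress and 0.20 (SE 0.053) with stress. *COX8* had differences of 0.60 (SE 0.15, adjusted p = 0.190), *QCR9* of 0.48 (SE 0.14, adjusted p = 0.288) and the ATP synthase gene *ATP14* of 0.50 (SE 0.10, adjusted p = 0.0840). Without and with stress, *COX8* changed by −0.38 and 0.22, *QCR9* by −0.29 and 0.19, and *ATP14* by −0.38 and 0.12. *PHO84* and the glutathione peroxidase gene *GPX2* had the largest positive differences, 1.30 (SE 0.19) and 1.20 (SE 0.15), and *TIR4* and *HEM13* the largest negative, −1.42 (SE 0.25) and −1.23 (SE 0.19). At an unadjusted p under 0.05 there were 613 genes. With the slide as a block 6 genes passed, *COX5A* among them with 0.65 (adjusted p = 0.0416), and 0 passed within each slide. With same-numbered arrays paired within each stress level, a fit chosen after seeing the data, 1 gene passed, *HEM13* (adjusted p = 0.0481), while *COX5A* had adjusted p = 0.140, *PHO84* and *GPX2* adjusted p = 0.0531 and *TIR4* adjusted p = 0.151. All 16 genes of group g were lower in Mel vs. Control and higher in MelH vs. H, 0 of them called by limma in each of these and 16 and 14 at an unadjusted p under 0.05. As the study's own choice they are not independent evidence.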

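Thiamine genes were lower as a list in Mel vs. Control, with a median log2 change of −0.21 over 21 genes (adjusted p = 1.13e-04, and adjusted p = 0.325 with an estimated correlation). None was called by limma, 1 was lower when adjusted over the list alone and 5 at an unadjusted p under 0.05. *THI4*, which makes the thiazole of thiamine, had −0.21 (SE 0.081) without stress and 0.15 (SE 0.063) with it, and *PET18* had −0.51 (SE 0.080) and 0.23 (SE 0.086). The difference between the melatonin effects was positive for 18 of the 21, with a median of 0.28 (adjusted p = 1.11e-05, and adjusted p = 0.0656 with an estimated correlation), and *PET18* was called at 0.74 (SE 0.11, adjusted p = 0.0216), or adjusted p = 0.140 with paired arrays. In H vs. Control 14 were lower and 1 higher (14 and 1 when adjusted over the list alone). The median in Mel vs. Control was −0.20 with the slide as a block and −0.066 and −0.33 within slide 1 and slide 2.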

### 3.2. Classification of Differentially Expressed Genes into Functional Categories

To understand the role of melatonin supplementation in yeast, GO enrichment analysis was performed to determine which molecular functions, biological processes, cellular components and pathways were overrepresented among the differentially expressed genes under the different conditions. In this work, we mainly focus on the results obtained under conditions with the addition of melatonin with or without stress. The overall results obtained from the GO enrichment analysis with the genes included in each category can be found in the Supplementary Materials (Datasets S11–S19). Figure 2 and Table 2 show the main biological annotations significantly associated with genes that were upregulated or downregulated by melatonin.

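*HAP1* (YLR256W), an activator of respiratory genes in the presence of heme, had a log2 change of 0.52 (SE 0.12, adjusted p = 0.210) in Mel vs. Control, and *UPC2*, which activates sterol uptake, had 0.52 (SE 0.089, adjusted p = 0.0862). *MGA2*, which controls the desaturase gene *OLE1*, had 0.39 (SE 0.11), and the soluble fumarate reductase gene *FRD1* had 0.35 (SE 0.13). Within slide 1 and slide 2 these were 0.45 and 0.45 for *HAP1*, 0.52 and 0.46 for *UPC2*, 0.52 and 0.29 for *MGA2*, and 0.58 and 0.079 for *FRD1*. None of the 4 passed over all genes, and all 4 had an unadjusted p under 0.05.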

In the presence of melatonin (Mel vs. Control), the oxidation-reduction process and the responses to abiotic stimuli and chemicals were the biological processes that were most significantly represented among the upregulated genes, followed by the response to decreased oxygen levels, which showed the highest enrichment (50%), including 4 upregulated genes (*YLR256W, FRD1, MGA2, UPC2*) (Figure 2A and Dataset S13). Additionally, molecular functions related to transport activity and transmembrane transport were significantly overexpressed in the presence of melatonin, with 29 genes upregulated being found in this category (Table 2). 

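Permeases of amino acids, peptides and nitrogen sources were higher as a list, with 2 of 27 called in Mel vs. Control, 8 higher when adjusted over the list alone and a median log2 change of 0.10 (adjusted p = 2.25e-05, and adjusted p = 0.0730 with an estimated correlation). Their mean was 0.26, since a few members moved far more than the rest. The 2 called were *DIP5* and *DUR3*, neither of them when paired by replicate number. Hexose and maltose transporters did not pass as a list, with a median of −0.11 over 23 genes (adjusted p = 0.804), 0 called by limma and 1 at an unadjusted p under 0.05. All 29 genes that Table 2 gives for transporter activity had positive log2 changes, with a median of 0.53. Of these 3 were called, none when paired by replicate number, and 28 had an unadjusted p under 0.05, and the list, drawn from these samples, is not independent evidence. For the permeases the median was 0.092 with the slide as a block, and 0.11 and 0.20 within slide 1 and slide 2.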

Several pathways related to metabolism, especially that of carbohydrates (sucrose and TCA cycle) and sphingolipids, were also enriched (Figure 2C). 

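Trehalose and glycogen genes were higher as a list in Mel vs. Control, with a median log2 change of 0.44 over 20 genes (adjusted p = 2.35e-05, and adjusted p = 0.519 with an estimated correlation). *TPS1*, the trehalose 6-phosphate synthase, had 0.62 (SE 0.19). By limma 0 were called over all genes and 0 when adjusted over the list alone, with 8 higher and 1 lower at an unadjusted p under 0.05. The median was 0.49 with the slide as a block, 0.73 within slide 1 and 0.28 within slide 2. Genes of the tricarboxylic acid cycle were lower as a list, with a median of −0.14 over 16 genes, 15 of them negative, and *LSC2*, a subunit of succinyl-CoA ligase, at −0.34 (SE 0.12) (adjusted p = 0.0128, and adjusted p = 0.613 with an estimated correlation). None was called by limma over all genes or over the list alone, and 1 was lower at an unadjusted p under 0.05. Their median was −0.12 with the slide as a block, 0.018 within slide 1 and −0.23 within slide 2. For 24 genes of sphingolipid metabolism the median was 0.068 (adjusted p = 0.0466, and adjusted p = 0.400 with an estimated correlation), with 0 called by limma, 0 over the list alone and 4 higher at an unadjusted p under 0.05, and 0.076 and 0.10 within slide 1 and slide 2. Glycolysis and fermentation genes had a median of 0.11 over 21 genes (adjusted p = 0.00911, and adjusted p = 0.519 with an estimated correlation).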

In the case of downregulated genes, the most affected categories were related to mitochondrial electron transport and oxidative phosphorylation, with 50% of the cytochrome complex being downregulated, mostly represented by genes associated with complex III (80% enriched) and cytochrome c reductase activity therein (Figure 2, Table 2). Moreover, categories related to ribosome biogenesis and the structures in which it takes place (preribosomes and nucleolus) were also highly enriched among the downregulated genes, together with categories related to RNA processing (Table 2, Figure 2).

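All 10 genes of complex III had negative log2 changes in Mel vs. Control, with a median of −0.38 (adjusted p = 4.20e-07, and adjusted p = 0.316 with an estimated correlation). By limma 0 of them were called over all genes, 7 were lower when adjusted over the list alone and 8 at an unadjusted p under 0.05. Complex V was lower as a list with a median of −0.16 over 18 genes (adjusted p = 0.00382, and adjusted p = 0.358 with an estimated correlation), 0 called by limma, 3 lower when adjusted over the list alone and 5 at an unadjusted p under 0.05. Complex IV did not pass, with a median of −0.22 over 12 genes (adjusted p = 0.0737), of which 1 was higher and 2 were lower when adjusted over the list alone. The median of complex III was −0.34 with the slide as a block and −0.39 and −0.31 within slide 1 and slide 2, and that of complex V was −0.10, −0.13 and −0.10. All 16 genes of electron transfer activity in Table 2 and all 7 of its ubiquinol-cytochrome-c-reductase activity were negative, 0 called by limma and 16 and 7 at an unadjusted p under 0.05. Both lists come from these samples and are not independent evidence.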

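Ribosome biogenesis genes were lower as a list in Mel vs. Control, with 84 of 97 negative and a median log2 change of −0.20 (adjusted p = 5.25e-09, and adjusted p = 0.519 with an estimated correlation). *SOF1*, of the small subunit processome, had −0.53 (SE 0.087, adjusted p = 0.0788), *MAK16*, of large subunit assembly, −0.42 (SE 0.11), and *UTP21* −0.36 (SE 0.10). None was called by limma over all genes or when adjusted over the list alone, and 20 were lower and 1 higher at an unadjusted p under 0.05. The cytosolic ribosomal protein genes went the other way, with a median of 0.10 (adjusted p = 9.58e-07, and adjusted p = 0.522 with an estimated correlation), 0 called by limma and 5 higher at an unadjusted p under 0.05. For ribosome biogenesis the median was −0.22 with the slide as a block, −0.32 within slide 1 and −0.067 within slide 2, and for the ribosomal proteins 0.14, 0.068 and 0.22.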

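In MelH vs. H all 12 genes of complex IV had positive log2 changes, with a median of 0.19 (adjusted p = 2.13e-05, and adjusted p = 0.445 with an estimated correlation). By limma 0 were called over all genes and 0 when adjusted over the list alone, and 7 had an unadjusted p under 0.05. *COX6*, a nuclear gene of the complex, had 0.16 (SE 0.044) and *COX7* had 0.19 (SE 0.063). Complex V had a median of 0.081 (adjusted p = 0.0553) and complex III of 0.10 (adjusted p = 0.144), and neither passed. The 8 genes of the mitochondrial genome were higher as a list, with a median of 0.18 (adjusted p = 0.00724, and adjusted p = 0.619 with an estimated correlation), 0 called by limma, 2 when adjusted over the list alone and 4 at an unadjusted p under 0.05. For complex IV the median was 0.17 with the slide as a block, 0.20 within slide 1 and 0.13 within slide 2.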

Categories related to mitochondria were also highly enriched in the MelH vs. H comparison, as observed in the Mel vs. Control comparison; however, in this case, these categories were enriched in upregulated genes, such as complex IV and associated cytochrome c oxidase activity, which was the most enriched component (40%), resulting in 32% enrichment of the cytochrome complex (Figure 2, Table 2). Categories related to antioxidant function and detoxification were also significantly overrepresented (Figure 2A, Table 2). 

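Antioxidant enzymes were higher as a list in MelH vs. H, with 31 of 39 genes positive and a median log2 change of 0.11 (adjusted p = 7.18e-06, and adjusted p = 0.445 with an estimated correlation). By limma 0 were called over all genes, 6 were higher when adjusted over the list alone and 13 at an unadjusted p under 0.05. In H vs. Control 18 of the 39 were higher and 10 lower, and in MelH vs. Control 21 and 7 (18 and 10, and 21 and 7, when adjusted over the list alone). The 10 genes that Table 2 gives for antioxidant activity were all positive in MelH vs. H, 0 called by limma and 10 at an unadjusted p under 0.05, and this choice of the study is not independent evidence. The median of the 39 was 0.085 with the slide as a block and 0.14 and 0.050 within slide 1 and slide 2.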

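Genes of the subtelomeric Y' helicases, near-identical copies that cross-hybridize, were all lower in MelH vs. H, with a median log2 change of −0.13 over 15 genes (adjusted p = 3.40e-09, and adjusted p = 0.545 with an estimated correlation). *YEL077C* had −0.26 (SE 0.050) and *YRF1-8* had −0.14 (SE 0.039). By limma 0 were called over all genes, 1 was lower when adjusted over the list alone and 9 at an unadjusted p under 0.05. Ribosome biogenesis genes were lower as a list by a median of −0.038 (adjusted p = 7.85e-04, and adjusted p = 0.619 with an estimated correlation), with *NOG2* at −0.33 (SE 0.082) and *RRP6* at −0.21 (SE 0.042). None was called by limma over all genes or over the list alone, and 11 were lower at an unadjusted p under 0.05. Sporulation and meiosis genes did not pass, with a median of 0.00044 over 36 genes (adjusted p = 0.763), a mean of 0.0026 and a test directed downwards, so that the test differs in sign from both, and 0 called by limma and 4 lower at an unadjusted p under 0.05. The 16 genes that Table 2 gives for helicase activity were all negative, with a median of −0.18, 0 called by limma and 16 at an unadjusted p under 0.05, a list taken from these samples and not independent evidence. Within slide 1 and slide 2 the median was −0.10 and −0.11 for the Y' helicases and −0.014 and −0.034 for ribosome biogenesis, and with the slide as a block −0.12 and −0.031.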

The downregulated genes were enriched mainly in categories related to gene transcription, reproduction, and the regulation of these processes (Table 2, Figure 2).

Some of the GO categories and genes regulated by melatonin with or without stress will be discussed in more detail in the following sections. In the case of higher concentrations of melatonin (25MelH vs. MelH), although different gene expression profiles were observed, no significant differences were detected in the GO enrichment analysis.

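At the higher dose all 21 genes of glycolysis and fermentation were higher than at the lower dose, with a median log2 change of 0.12 in 25MelH vs. MelH (adjusted p = 4.28e-05, and adjusted p = 0.745 with an estimated correlation). The 8 DAN/TIR mannoprotein genes had a median of 0.26 (adjusted p = 0.00434, and adjusted p = 0.745 with an estimated correlation), and the Y' helicases one of 0.083 (adjusted p = 4.84e-06, and adjusted p = 0.745 with an estimated correlation). General stress genes of Msn2/4p had 0.082 (adjusted p = 4.06e-04), cytosolic ribosomal protein genes 0.051 (adjusted p = 0.00253) and mitochondrial ribosomal protein genes −0.025 (adjusted p = 0.0169), with adjusted p = 0.745, adjusted p = 0.948 and adjusted p = 0.745 with an estimated correlation. Limma called 0 genes of these 6 lists over all genes and when adjusted over the list alone, and at an unadjusted p under 0.05 there was 1 gene each among the Y' helicases, the glycolysis genes and the general stress genes. Without MelH replicate 3, 1 list passed, and with normexp the glycolysis list (adjusted p = 0.0133) and the cytosolic ribosomal protein list reversed and passed as lower, the latter also reversing without MelH replicate 3 (adjusted p = 0.461). Within slide 1 and slide 2 the medians were 0.076 and 0.35 for glycolysis, 0.077 and 0.33 for the mannoproteins and −0.0040 and 0.18 for the ribosomal proteins, and each was unchanged to 2 decimals with the slide as a block.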

### 3.3. Effect of Melatonin on Transport and Membrane Composition

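Of the transporter genes, *DUR3*, the permease of urea and polyamines, passed in Mel vs. Control with a log2 change of 0.99 (SE 0.12, adjusted p = 0.0375). The low-affinity iron transporter gene *FET4* had 1.14 (SE 0.18, adjusted p = 0.0710) and the oligopeptide transporter gene *OPT2* 0.83 (SE 0.13, adjusted p = 0.0710). The general permease gene *GAP1* had 0.45 (SE 0.10), *AGP1* 0.49 (SE 0.11), *MUP3* 0.53 (SE 0.16), *PTR2* 0.54 (SE 0.18) and *OPT1* 0.37 (SE 0.11). The vacuolar proton pump genes *VMA3* and *VMA11* had 0.25 (SE 0.10) and 0.33 (SE 0.10), and the exporter gene *YHK8* 0.35 (SE 0.090). In MelH vs. H *HSP30* had 0.51 (SE 0.082, adjusted p = 0.319). The change of *DUR3* with the slide as a block was 0.93 (adjusted p = 0.0837), and it was 0.72 and 1.14 within slide 1 and slide 2. Paired by replicate number it had adjusted p = 0.0760.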

Our transcriptomic study showed that the melatonin-upregulated genes were involved in transmembrane transporter activity in nonstressed cells, including transporters of ions [*HSP30* (also upregulated by melatonin in stressed cells)*, CCC2, VMA3, YHK8, FET3, FET4, VMA11*], amino acids (*DIP5, GAP1, AGP1, MUP3*), oligopeptides (*OPT1, OPT2, PTR2*) and urea (*DUR3*), among others (Table 2). Moreover, pathways related to lipid metabolism and peroxisomes were clearly altered in the presence of melatonin in both nonstressed and stressed cells. 

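Genes of fatty acid synthesis and elongation were higher as a list in Mel vs. Control, with a median log2 change of 0.11 over 18 genes (adjusted p = 0.00124, and adjusted p = 0.325 with an estimated correlation), 0 called by limma, 1 higher when adjusted over the list alone and 2 at an unadjusted p under 0.05. In MelH vs. H the list had a median of 0.048 and did not pass (adjusted p = 0.246), with 0 called by limma and 4 higher at an unadjusted p under 0.05. The ceramide synthase gene *LAC1* had 0.47 (SE 0.12) in Mel vs. Control and *ISC1*, a sphingolipid phospholipase, 0.21 (SE 0.081), neither called. *SUR2*, the sphinganine hydroxylase, had 0.57 (SE 0.21) without stress. Sphingolipid genes in MelH vs. H had a median of −0.0034 (adjusted p = 0.677), with 0 called by limma and 1 gene higher and 1 lower at an unadjusted p under 0.05. The median of the fatty acid list in Mel vs. Control was 0.15 with the slide as a block and 0.16 and 0.12 within slide 1 and slide 2.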

The melatonin-upregulated genes were involved in fatty acid (FA) elongation (13% and 38% enrichment in nonstressed and stressed cells, respectively) and the biosynthesis of unsaturated fatty acids (UFAs) (10% and 30%) and sphingolipids (21% and 7%, Figure 2) (*SUR2,* independent of the presence of oxidative stress, and *LAC1* and ISC1 in nonstressed cells) (Table S2). Genes related to peroxisome and β-oxidation were also affected (13%, 15%) by melatonin and were both up- and downregulated.

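Peroxisome and β-oxidation genes did not move together with melatonin. Their median log2 change over 43 genes was −0.027 in Mel vs. Control (adjusted p = 0.804) and 0.023 in MelH vs. H (adjusted p = 0.536), where the mean was −0.0025 and so of the other sign. By limma 0 were called in each. At an unadjusted p under 0.05, 2 were higher and 1 lower without stress, and 4 higher and 3 lower with it. With stress itself they fell, 29 of 43 lower and 5 higher in H vs. Control (29 and 5 when adjusted over the list alone), with a median of −0.48 (adjusted p = 0.0230, and adjusted p = 0.409 with an estimated correlation). In MelH vs. Control 26 were lower and 3 higher (26 and 3 when adjusted over the list alone). Within slide 1 and slide 2 the medians were 0.047 and −0.053 in Mel vs. Control and 0.066 and 0.016 in MelH vs. H.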

In vertebrates, several of the functions of melatonin are mediated by its membrane receptors [43], but others are receptor-independent, such as antioxidant activity, for which melatonin is required to penetrate the cell and enter intracellular compartments [44]. In humans, melatonin is suggested to cross membranes by passive diffusion and through transporters of glucose [45] or oligopeptides [46,47]. Moreover, as the membrane is the first barrier that separates the cell from the environment, it is one of the main targets of oxidative stress, which alters its lipidic composition. Yeast cells can sense oxidative stress and change their membrane composition to achieve tolerance against stress, and this response varies among yeast strains and species [36]. Indeed, the diversity in the membrane composition in different yeast species and strains seems to lead to different levels of tolerance against oxidative stress [36]. Moreover, melatonin modulates the FA composition and peroxisome proliferation in stressed and nonstressed cells, suggesting that it could influence the lipidic composition of cell membranes to achieve tolerance to oxidative stress [15].

Therefore, because melatonin modulated the expression of several genes involved in membrane transport and lipid metabolism, it was of interest to determine whether yeast cells are able to incorporate exogenous melatonin, whether this incorporation is altered by oxidative stress and whether the presence of melatonin in the medium affects the yeast membrane composition, either to prepare the cell to tolerate oxidative stress or to deploy a response that could lead to better tolerance against this stress.

#### 3.3.1. Intracellular Melatonin

To evaluate whether the QA23 strain was able to incorporate exogenous melatonin into the cell, intracellular melatonin was quantified under our four different conditions (Control, Mel, H and MelH) (Figure 3). Intracellular melatonin levels significantly increased when the cells were grown with melatonin supplementation independent of oxidative stress, indicating that *S. cerevisiae* (QA23 strain) was able to take up exogenous melatonin at nanomolar concentrations. Similar results have been previously reported in yeast [14] and mammals [48,49]. Our results also showed that the highest levels were reached in stressed cells that were previously grown in the presence of melatonin (Figure 3). The higher melatonin levels in stressed cells may be due to the changes induced by H_2_O_2_ in both plasma membrane permeability and the gradient thereof, which might promote changes in cellular transport [50] favoring the entry of melatonin into the cell. Another possible route through which melatonin may enter the cell is potentially through some membrane transporters, such as those for urea or polyamines (*DUR3*) (as they present a similar structure to melatonin), the oligopeptide transporter *OPT1*, or the maltose permease *MAL31*, the last two of which were upregulated by melatonin in presence and absence of oxidative stress (Figure 1E). 

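With stress the log2 changes of these transporter genes in MelH vs. H were 0.011 (SE 0.056) for *DUR3*, 0.19 (SE 0.052) for *OPT1* and 0.19 (SE 0.066) for *MAL31*, none called. Without stress *MAL31* had 0.62 (SE 0.13, adjusted p = 0.171). For *DUR3* the difference between the melatonin effects passed, at −0.98 (SE 0.14, adjusted p = 0.0190), and it was −0.93 (adjusted p = 0.0714) with the slide as a block, with adjusted p = 0.151 for paired arrays.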

Huo et al. [46] recently described the possible involvement of *PEPT1/2* oligopeptide transporters in the uptake of melatonin in mammalian cells, and a new line of evidence has shown that glucose transporters are linked to melatonin uptake in human cells [45,47]. Indeed, our results showed that some genes encoding carbohydrate and carbon source transporters were upregulated by the presence of melatonin in stressed cells (*HXT5, HXT6, HUT1, JEN1*, Dataset S4), which could also be related to melatonin internalization. Nevertheless, further studies should be performed to elucidate the possible role of these transporters in melatonin uptake by yeast cells.

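*HUT1*, which encodes a transporter of the endoplasmic reticulum, had a log2 change of 0.12 (SE 0.039) in MelH vs. H, and the hexose transporter gene *HXT6* had 0.21 (SE 0.078). *HXT5*, a hexose transporter gene of slow growth, had 0.85 (SE 0.27) and was well above background on 3 MelH arrays and 1 H array, and the lactate transporter gene *JEN1* had 0.48 (SE 0.081), with 3 and 2 arrays, and with normexp they had 0.17 and 0.081. None of these genes was called. The 23 hexose and maltose transporters had a median of 0.047 (adjusted p = 0.217), with 0 called by limma, 1 higher when adjusted over the list alone, and 4 higher and 1 lower at an unadjusted p under 0.05. When the slide was a block *HXT5* had 0.90 and *JEN1* 0.46, and within slide 1 and slide 2 they had 1.16 and 0.64, and 0.63 and 0.28.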

#### 3.3.2. Physiological Changes in the Lipid Composition

To test whether the abovementioned transcriptomic modifications resulted in changes in the cell lipid composition, we measured the sterol and PL contents of the yeast cells under the four different conditions (Control, Mel, MelH and H, Figure 4). In a previous study, we measured the changes in the fatty acid composition under these four conditions [15].

In nonstressed cells, melatonin supplementation resulted in lower total sterol levels than in the control condition, primarily because of a lower ergosterol content (Figure 4A), leading to a lower ergosterol/squalene ratio (Figure 4C). The opposite situation was found under oxidative stress, with higher levels of total sterols, mainly due to increased ergosterol, leading to a higher ergosterol/squalene ratio (Figure 4A,C). A study that compared the membrane composition of different yeast strains showed that the most H_2_O_2_-tolerant strains exhibited a low sterol content before stress and an increased ergosterol/squalene ratio after oxidative stress [36], behavior that we observe with melatonin supplementation in the present study. Moreover, an increase in total sterols has been related to higher tolerance to H_2_O_2_ and other stress conditions [51]. This suggests that one of the mechanisms by which melatonin confers resistance against H_2_O_2_ could be alteration of the ergosterol composition. 

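*IZH4*, a gene of zinc and sterol metabolism, rose in Mel vs. Control with a log2 change of 0.97 (SE 0.13, adjusted p = 0.0422). *FHN1*, of the plasma membrane, had 0.88 (SE 0.14, adjusted p = 0.0710) and *HES1*, an oxysterol-binding protein gene, had 0.81 (SE 0.12, adjusted p = 0.0710), while the sterol acyltransferase gene *ARE1* had 0.34 (SE 0.086). In MelH vs. H *ARE2*, its paralog, had −0.15 (SE 0.040), *ERG11*, the lanosterol demethylase, −0.20 (SE 0.075), the oxysterol-binding protein gene *SWH1* −0.049 (SE 0.047) and *UPC2* −0.21 (SE 0.063), none of them called. For *UPC2* the difference between the melatonin effects passed, at −0.73 (SE 0.10, adjusted p = 0.0162), though not with paired arrays (adjusted p = 0.151). Within slide 1 and slide 2 the change of *IZH4* was 1.11 and 0.85, and with the slide as a block it was 0.98 (adjusted p = 0.0942), and paired by replicate number it had adjusted p = 0.0793.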

The observed physiological behavior seems opposite to the pattern of the regulation of genes involved in sterol biosynthesis and transport, as these genes were upregulated in nonstressed cells (*ARE1, DAN1, IZH4, FHN1, HES1, UPC2*) and downregulated in stressed cells (*ARE2, ERG11, SWHI1, UPC2*). This could be explained by the regulatory role of Upc2p, a transcription factor that activates genes involved in sterol biosynthesis and transport and anaerobic genes and is activated under sterol depletion and anaerobic conditions (reviewed by Joshua and Höfken [52]). Therefore, its targets would be downregulated in the presence of high sterol concentrations (in stressed cells, melatonin downregulated *ERG11*) and upregulated in the presence of low sterol concentrations (in non-stressed cells, melatonin upregulated *FHN1*, *ARE1*, *HES1* and particularly *DAN1*, a cell wall mannoprotein and sterol transporter). Thus, it seems that the increase in the ergosterol content in the presence of melatonin could be produced during the first hour of oxidative stress, and genetic regulation could be a response to the sterol concentration. This increase in the ergosterol content could be driven by either posttranscriptional enzyme activation or higher oxygen availability, which is required for ergosterol biosynthesis [53].

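The enzymes of ergosterol synthesis did not move as a group with melatonin. Over 24 genes the median log2 change was −0.023 in Mel vs. Control (adjusted p = 0.947) and 0.033 in MelH vs. H (adjusted p = 0.580), with 0 called by limma in each, 1 higher and 0 when adjusted over the list alone, and 1 higher and 2 lower at an unadjusted p under 0.05 in both. The hydroxymethylglutaryl-CoA reductase gene *HMG2* had 0.50 (SE 0.10) in Mel vs. Control. With stress they rose, 19 of 24 higher and 4 lower in H vs. Control (19 and 4 when adjusted over the list alone), with a median of 0.37 (adjusted p = 1.28e-04, and adjusted p = 0.409 with an estimated correlation), which spike-in scaling turned to −1.05 as it lowered all genes. On slide 1 and slide 2 alone the median was −0.055 and 0.016 in Mel vs. Control and 0.052 and −0.025 in MelH vs. H.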

On the other hand, the changes in FAs produced by melatonin were independent of stress, with higher oleic and palmitoleic acid contents [15] leading to a higher total FA level, a higher UFA/SFA ratio and an increased percentage of medium chain length (mCL) FAs in Mel and MelH conditions (Figure 4C,D). This increase was correlated with the induction of the genes involved in the FA synthesis and elongation pathways (*TES1* in the absence of oxidative stress and *TSC13*, *PHS1*, *ETR1* in the presence of oxidative stress), among which the thioesterase gene *TES1*, which is involved in the last step of the synthesis of several UFAs (such as oleic acid), and the *TSC13* and *PHS1* genes, which are involved in long-chain FA elongation, were the most affected by melatonin treatment. Moreover, high UFA/SFA ratios have been related to higher tolerance to H_2_O_2_ [54]. 

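The thioesterase gene *TES1* had a log2 change of 0.29 (SE 0.11, adjusted p = 0.424) in Mel vs. Control. With stress, in MelH vs. H, *TSC13*, the last enzyme of the elongation cycle, had 0.16 (SE 0.046), *PHS1*, its dehydratase, 0.15 (SE 0.055) and the mitochondrial enoyl reductase gene *ETR1* 0.18 (SE 0.062). None of the 4 passed over all genes. Blocked on the slide, they had 0.27, 0.17, 0.15 and 0.17, and each was positive within both slides.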

In fact, yeast strains with higher H_2_O_2_ tolerance showed higher UFA/SFA ratios before and after stress [36], with increases in palmitoleic and oleic acid levels being observed after stress, as observed under melatonin treatment. These results suggest that melatonin changes in the membrane FA composition improve the tolerance to oxidative stress. Genes related to β-oxidation and peroxisomes were mostly upregulated by melatonin under oxidative stress in this study (*POX1*, *PXA1*, *PEX19*), which suggests that melatonin could increase the β-oxidation of FAs inside peroxisomes. These results are consistent with the higher FA content observed under melatonin treatment, but they are not consistent with the increased peroxisome proliferation observed in nonstressed cells and the decreased peroxisome proliferation observed in stressed cells [15].

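*PXA1*, half-transporter of fatty acids into peroxisomes, had a log2 change of 0.16 (SE 0.045) in MelH vs. H and *PEX19*, a receptor for membrane proteins, 0.18 (SE 0.052), neither called. *POX1*, the fatty acyl-CoA oxidase, was well above background on 0 of 3 MelH arrays and 1 of 3 H arrays, so no fold is given. Blocked on the slide, *PXA1* had 0.17 and *PEX19* 0.17, and within slide 1 and slide 2 they had 0.22 and 0.12, and 0.24 and 0.11.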

Finally, the only observed changes in the PL content were related to phosphatidic acid (PA) and cardiolipin (CL). Melatonin only increased PA levels in the absence of stress, and although the CL level decreased in the presence of oxidative stress, it was higher under both conditions involving melatonin supplementation (Figure 4B). Vázquez et al. [36] observed that all investigated strains showed a decrease in CL after stress exposure, but the strains that were most tolerant to H_2_O_2_ displayed higher CL values, as observed under melatonin treatment. In humans, melatonin prevents the peroxidation of cardiolipin to protect mitochondria from damage provoked by aging [22]. However, these results were not correlated with gene expression data, which revealed that in stressed cells, melatonin upregulated some of the genes involved in the biosynthesis of phosphatidylcholine (*CPT1*) and sphingolipids (*SUR2*), which are related to stress tolerance.

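*CPT1*, the cholinephosphotransferase, had a log2 change of 0.15 (SE 0.052) in MelH vs. H and *SUR2* one of 0.19 (SE 0.072), neither called, with adjusted p of 0.384 and 0.395. On slide 1 and slide 2 alone *CPT1* had 0.16 and 0.20 and *SUR2* had 0.15 and 0.18.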

### 3.4. Response to Oxidative Stress

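*SRX1*, the sulfiredoxin that reactivates peroxiredoxins, had a log2 change of 0.62 (SE 0.11, adjusted p = 0.319) in MelH vs. H, and the cytosolic catalase gene *CTT1* had 0.27 (SE 0.050, adjusted p = 0.319). The thioredoxin genes *TRX1* and *TRX2* had 0.20 (SE 0.042) and 0.27 (SE 0.055), and the glutaredoxin genes *GRX1* and *GRX2* 0.22 (SE 0.060) and 0.25 (SE 0.079). The peroxidase genes *DOT5* and *HYR1* had 0.10 (SE 0.039) and 0.11 (SE 0.043), and the methionine sulfoxide reductase gene *MXR1* 0.13 (SE 0.050). *GPX1* was well above background on 1 of 3 arrays of each condition and had 0.23 (SE 0.085), or −0.040 with normexp, of the other sign. None of the 10 passed over all genes and all had an unadjusted p under 0.05. *SRX1* had 0.58 with the slide as a block, and 0.80 and 0.36 within slide 1 and slide 2, and all 10 were positive within both slides.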

Our results showed that 32% of the genes involved in antioxidant activity were upregulated by melatonin in stressed cells (Table 2), including glutaredoxins (*GRX1*, *GRX2*), sulfiredoxin (*SRX1*) and four peroxidases (*DOT5, HYR1, GPX1* and *CTT1*), together with other genes with oxidoreductase activity, such as thioredoxins (*TRX1*, *TRX2*) and methionine-S-sulfoxide reductase (*MXR1*) (Table 2). These results were consistent with our previous studies [16], in which we observed that genes such as *GPX1*, *GRX2*, *TRX2* and *CTT1* were also induced by melatonin in *S. cerevisiae* stressed cells. Instead, in non-stressed cells, melatonin upregulated the cytoplasmic thioredoxin peroxidase *TSA2* but downregulated its paralog *TSA1* and the thioredoxin *TRX2*, mitochondrial superoxide dismutase *SOD2* and glutathione peroxidase *GPX2* genes (Dataset S1). Therefore, melatonin seems to downregulate the antioxidant response in the absence of oxidative stress. 

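*GPX2*, a glutathione peroxidase gene, fell in Mel vs. Control with a log2 change of −1.04 (SE 0.13, adjusted p = 0.0375). The thioredoxin peroxidase gene *TSA2* had 0.26 (SE 0.10), and its paralog *TSA1* had −0.22 (SE 0.10). *TRX2* had −0.36 (SE 0.12) and the mitochondrial superoxide dismutase gene *SOD2* −0.37 (SE 0.12), none of these called. Over 39 antioxidant enzymes the median was −0.014 and the mean 0.031 (adjusted p = 0.804, the test directed upwards like the mean), with 2 higher, the metallothionein genes, which lost the call when paired by replicate number, and 1 lower, *GPX2* (2 and 1 when adjusted over the list alone). *GPX2* had −0.98 with the slide as a block (adjusted p = 0.0745) and −1.16 and −0.80 within slide 1 and slide 2, and the medians of the list were 0.032, 0.069 and −0.029.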

Other studies point in the same direction, as they have also shown that the expression of *GPX1*, *SOD2*, *GPX3* and *CTA1* was downregulated in the presence of melatonin [14,16].

To confirm our transcriptomic data, some of the genes related to stress tolerance showing higher expression ratios in MelH vs. H condition were verified by qPCR analysis using the same conditions as in the transcriptomic assay: *SRX1*, which encodes a sulfiredoxin that contributes to protection against oxidative stress [55,56]; *ADY2*, which encodes a carboxylic acid transporter of the plasma membrane implicated in acetic acid tolerance [57]; and *MGA1*, a stress-responsive gene that regulates Cis1p (explained in Section 3.6). In spite of the results of the Mel vs. Control comparison, which were nonsignificant, the MelH vs. H results showed tendencies that supported the results of the microarray analysis (Table S4).

Moreover, independent of the application of stress, melatonin upregulated the copper transporter *CCC2* and both metallothioneins (*CUP1-1* and *CUP1-2*), which have antioxidant and superoxide dismutase activity, and are involved in the detoxification of metal ions and removal of superoxide radicals, and downregulated the copper transporters *CTR1* and *CTR3* (the latter only in nonstressed cells) (Figure 1, Table 2). 

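The metallothionein genes *CUP1-1* and *CUP1-2*, near-identical copies whose probes cannot be told apart, rose in Mel vs. Control by 1.24 and 1.13 on the log2 scale (SE 0.12 and 0.13, both adjusted p = 0.0254). Their log2 changes in MelH vs. H were 0.37 (SE 0.068) and 0.37 (SE 0.056), not called. The copper transporter gene *CTR1* fell in Mel vs. Control by 1.07 on the log2 scale (SE 0.12, adjusted p = 0.0254) and had −0.12 (SE 0.042) in MelH vs. H. *CTR3* had −1.41 (SE 0.26, adjusted p = 0.112) and 0.068 (SE 0.070), and *CCC2* 0.21 (SE 0.075) in MelH vs. H. Copper genes as a list did not pass, with a median of −0.061 over 14 genes in Mel vs. Control (adjusted p = 0.804), 2 higher and 1 lower, or 3 and 3 when adjusted over the list alone, and 0.070 in MelH vs. H (adjusted p = 0.154), with 0 called by limma, 2 higher when adjusted over the list alone, and 3 higher and 1 lower at an unadjusted p under 0.05. Blocked on the slide, *CUP1-1* had 1.22 and *CTR1* −1.01 (both adjusted p = 0.0631), and within slide 1 and slide 2 *CUP1-2* had 1.26 and 1.02, and *CTR1* −1.12 and −0.90. Paired by replicate number, *CUP1-1*, *CUP1-2* and *CTR1* had adjusted p of 0.0535, 0.0702 and 0.0756.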

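*FET3* encodes the multicopper oxidase of high-affinity iron uptake and had a log2 change of 0.53 (SE 0.12, adjusted p = 0.196) in Mel vs. Control, which did not pass. Of 23 iron uptake genes 0 were called by limma, 3 were higher and 1 lower when adjusted over the list alone, and 4 higher and 2 lower at an unadjusted p under 0.05, with a median of 0.043 (adjusted p = 0.287). The ferric reductase gene *FRE1* had −0.86 (SE 0.13). On slide 1 and slide 2 alone *FET3* had 0.47 and 0.42, and 0.45 with the slide as a block.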

*FET3*, which contributes to resistance to copper toxicity, was upregulated by melatonin in the absence of oxidative stress (Table 2, Dataset S1). In a previous study, we observed that melatonin upregulated other metal-related antioxidants, such as *SOD1* [16]. Therefore, our results seem to indicate that melatonin activates a response against the toxic effects of metal exposure in *S. cerevisiae*, as reported in human cells [3,58], even without the presence of metals, as a mechanism for better enduring further stresses.

### 3.5. Effect of Melatonin on the Mitochondria

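Outside the respiratory chain, the 70 mitochondrial ribosomal protein genes were lower as a list in Mel vs. Control, with 63 negative and a median log2 change of −0.14 (adjusted p = 1.87e-06, and adjusted p = 0.235 with an estimated correlation). *MRPL51* had −0.30 (SE 0.090) and *MRPS28* −0.32 (SE 0.11). None was called by limma over all genes or over the list alone, and 8 were lower at an unadjusted p under 0.05. For MelH vs. H the same list had a median of 0.0038 (adjusted p = 0.536), with 0 called by limma, and 8 higher and 2 lower at an unadjusted p under 0.05. Genes of the mitochondrial genome did not pass in Mel vs. Control, with a median of 0.070 (adjusted p = 0.317). Blocked on the slide, the median of the mitochondrial ribosomal proteins in Mel vs. Control was −0.12, and within slide 1 and slide 2 it was −0.094 and −0.15.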

Many of the genes regulated by melatonin were located in mitochondria (89 genes in Mel vs. Control and 107 in MelH vs. H), mainly in the respiratory chain complexes and mitochondrial envelope (Figure 2, Table 3); these results suggested that the mitochondria could be the biological target of melatonin, as observed in humans [59]. However, the effects of melatonin on mitochondrial genes were opposite in stressed and nonstressed conditions, since melatonin mainly downregulated mitochondrial genes in nonstressed cells but upregulated these genes in stressed cells (Table 3).

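The difference between the melatonin effects with and without stress was positive for all 10 genes of complex III, with a median of 0.42 (adjusted p = 3.39e-09, and adjusted p = 0.0591 with an estimated correlation). For complex IV it was 0.37 over 12 genes (adjusted p = 1.38e-04, and adjusted p = 0.0939 with an estimated correlation), for complex V 0.20 over 18 genes (adjusted p = 1.38e-04, and adjusted p = 0.0855 with an estimated correlation), and for the mitochondrial ribosomal proteins 0.14 (adjusted p = 8.11e-07, and adjusted p = 0.0656 with an estimated correlation). Single genes passed less often. Over all genes 0 of complex III, 1 of complex IV (*COX5A*, not with paired arrays) and 0 of complex V were called, and when adjusted over the list alone 8, 5 higher and 1 lower, and 6. At an unadjusted p under 0.05 there were 8 in complex III and 7 in complex V. Blocked on the slide, the medians of complexes III, IV and V were 0.35, 0.34 and 0.16, within slide 1 0.46, 0.48 and 0.18, and within slide 2 0.34, 0.21 and 0.16.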

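*RIP1*, the Rieske iron-sulfur protein of complex III, had a log2 change of −0.59 (SE 0.11, adjusted p = 0.103) in Mel vs. Control, and *CYT1*, cytochrome c1, had −0.48 (SE 0.12, adjusted p = 0.242). The other subunits had −0.56 (SE 0.15) for *QCR10*, −0.40 (SE 0.080) for *QCR6*, −0.40 (SE 0.10) for *QCR2*, −0.36 (SE 0.11) for *QCR8*, and −0.31 (SE 0.080) for *COR1*. On slide 1 and slide 2 alone *RIP1* had −0.45 and −0.62 and *CYT1* −0.53 and −0.29, and with the slide as a block −0.54 and −0.41. In H vs. Control, by contrast, 8 of the 10 genes of complex III were higher and 1 lower (8 and 1 when adjusted over the list alone), *CYT1* among the higher with 0.81 (SE 0.11), or −0.61 under spike-in scaling, while the mitochondrial *COB* was the gene that was lower, at −1.60 (SE 0.056).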

In non-stressed cells, most of the repressed genes were related to the ETC, particularly to cytochrome c reductase [complex III, including two catalytic (*RIP1, CYT1*) and six additional subunits], as well as complexes IV, V and other ETC-related elements, such as NADH dehydrogenase, a cytochrome c isoform and enzymes involved in the process of obtaining the heme groups of ETC complexes. Melatonin also downregulated most of the genes related to other mitochondrial functions, such as protection, morphology, transport, mitoribosome and intergenomic signaling between the nucleus and mitochondria. However, some genes were also upregulated, such as *SHH4* of complex II of the ETC, a respiratory supercomplex factor, and genes involved in the TCA cycle and heme synthesis (Table 3). On the other hand, in stressed cells, the induced mitochondrial genes were mainly related to cytochrome c oxidase (complex IV), including not only genes that encode the central units (*COX1-3*) but also genes related to assembly (such as *ATP20*), stability, regulation or enzyme activity. 

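The 13 genes that Table 3 gives for intergenomic signaling in Mel vs. Control were all negative, with a median log2 change of −0.38, as were the 5 of mitochondrial translation, at −0.39, and 7 mitoribosome genes, at −0.25. By limma 0 of these were called, with 12, 5 and 7 at an unadjusted p under 0.05. Among the genes of mitochondrial transport *MPC3*, a subunit of the pyruvate carrier, rose by 0.90 (SE 0.12, adjusted p = 0.0375), or adjusted p = 0.0802 when paired by replicate number, while *AAC3*, a hypoxic ADP/ATP carrier, had 0.67 (SE 0.16) and *MIR1*, the phosphate carrier, −0.30 (SE 0.081), not called. These lists were drawn by the study from these samples and are not independent evidence.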

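*SHH4*, a paralog of a subunit of succinate dehydrogenase, had a log2 change of 0.27 (SE 0.091) in Mel vs. Control and *MDH2*, the cytosolic malate dehydrogenase, 0.36 (SE 0.10), neither called. *HEM13*, coproporphyrinogen oxidase, rose by 1.28 (SE 0.17, adjusted p = 0.0457) and *HEM14*, the next enzyme, had 0.48 (SE 0.10). Of 8 genes of heme synthesis 1 was called higher and 2 were higher when adjusted over the list alone, with a median of 0.11 (adjusted p = 0.0113, and adjusted p = 0.358 with an estimated correlation). The 3 genes that Table 3 gives as higher in the TCA cycle were all positive, with 0 called by limma and 3 at an unadjusted p under 0.05, a choice of the study on these samples and not independent evidence. The median of the heme genes was 0.095 with the slide as a block and 0.16 and 0.054 within slide 1 and slide 2.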

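*COX2* and *COX3*, the other core subunits of cytochrome c oxidase, had log2 changes of 0.28 (SE 0.11) and 0.23 (SE 0.060) in MelH vs. H, and *ATP20*, subunit g of ATP synthase, had 0.30 (SE 0.10), none called. On slide 1 and slide 2 alone they were 0.32 and 0.26 for *COX2*, 0.20 and 0.22 for *COX3*, and 0.41 and 0.066 for *ATP20*. All 8 genes that Table 3 gives for complex IV were positive, with a median of 0.22, 0 called by limma and 8 at an unadjusted p under 0.05, and their choice on these samples is not independent evidence. After stress alone *COX2* and *COX3* were lower, with log2 changes of −1.19 (SE 0.15) and −0.96 (SE 0.084) in H vs. Control, both called.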

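For MelH vs. H *SDH6*, an assembly factor of succinate dehydrogenase, had a log2 change of 0.35 (SE 0.043), the cytochrome c isoform gene *CYC7* one of 0.24 (SE 0.054), the glutamate dehydrogenase gene *GDH3* 0.35 (SE 0.12) and the mitoribosome genes *RSM18* and *MRPS8* 0.19 (SE 0.052) and 0.21 (SE 0.048), none called. The 8 genes of intergenomic signaling in Table 3 were all positive, with a median of 0.17, and the 10 of the mitoribosome had a median of 0.14. By limma 0 were called and 8 of each had an unadjusted p under 0.05, and both lists, chosen on these samples, are not independent evidence. Genes of the tricarboxylic acid cycle as a whole had a median of 0.024 over 16 genes and did not pass (adjusted p = 0.536), with 0 called by limma and 1 at an unadjusted p under 0.05.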

Melatonin also upregulated genes associated with other ETC complexes as well as a respiratory supercomplex factor or a cytochrome c isoform and genes related to mitochondrial functions such as protection, morphology, mitoribosomes, intergenomic signaling or the TCA cycle. However, in the transport, translation and metabolism categories, there were both up- and downregulated genes.

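Table 3 gives 5 transporters as higher and 5 as lower in MelH vs. H, and the log2 changes had those directions, with medians of 0.21 and −0.17. The iron carrier gene *MRS4* had 0.22 (SE 0.070) and *MMT1*, a mitochondrial metal transporter gene that acts on iron, −0.17 (SE 0.048). By limma 0 of the 10 were called, with 4 and 5 at an unadjusted p under 0.05, and as the study's choice they are not independent evidence.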

#### 3.5.1. Gene Validation

As mitochondria were the most enriched component, to confirm our transcriptomic data, the expression of some mitochondrion-related genes showing higher expression ratios in the MelH vs. H comparison were verified through qPCR analysis. We chose genes related to different mitochondrial functions, such as genes involved in the respiratory chain (*COX2, SDH6, ATP20*), structure (*ATP20*), mitochondria protection (*GDH3, CIS1*) and transport (*MMT1*) (Figure 5).

Gene expression was analyzed at the same sampling points used in the microarray assays and at different growth times under the four conditions (Control, Mel, H, MelH), and the results are shown in Figure 5. Most of the selected genes were upregulated either by entry into the stationary phase or by the response to oxidative stress exposure (which inhibited cell growth for 12 h, Figure 5A), following a general environmental stress response profile [60]. In nonstressed cells (Control condition), almost no changes in the expression of these genes were observed during the exponential phase (1 and 4 h) (Figure 5A,B), and only some of the genes were slightly downregulated (*SDH6, CIS1*) or upregulated (*GDH3*). However, the expression of all the genes (except *MMT1*) increased significantly in the stationary phase (12 and 24 h) (Figure 5A,B). Exposure to oxidative stress upregulated the expression of all genes, and these changes were significant for some of them at 1 h and for all the rest, except for *GDH3*, at 4 h (Table S3); their expression then decreased during the exponential phase (24 h), reaching the same levels observed before the stress in some cases, and significantly increased at the stationary phase (36 h) (Figure 5B). An exception was observed for *MMT1*, whose expression decreased in the stationary phase, as observed in the control condition.

The effect of melatonin on the expression of these genes in stressed and nonstressed cells is presented in Figure 5C. In nonstressed cells (Mel vs. Control), melatonin slightly decreased the expression of most of the genes in the early exponential phase (1 h), but practically no changes were observed in the exponential and stationary phases (Figure 5C). In stressed cells (MelH vs. H), melatonin induced most of the genes immediately after stress was applied (0.5 h), indicating an additive effect to the stress, after which the expression of most genes was slightly lower in MelH than in H conditions (1–4 h), followed by an increase just before entering the exponential phase (12 h). Thereafter, no important changes were observed in the exponential and stationary phases, except in *SDH6* and *MMT1*, respectively, whose expression was lower under MelH conditions (Figure 5C). Overall, the qPCR results supported those of the microarray analysis (Figure 5C, Table S4).

#### 3.5.2. Physiological Effect of Melatonin in Mitochondria

To determine whether the high impact of melatonin on mitochondrial gene expression revealed physiological effects such as an increase in the concentration or activity of mitochondria, we analyzed the number of mitochondria per cell using MitoTracker Green, a dye that accumulates in the active mitochondria of living cells, regardless of the mitochondrial membrane potential. When the cells were subjected to oxidative stress (2 mM H_2_O_2_) for 1 h, fluorescence in the cells increased, indicating a greater number of mitochondria per cell. This increase was greatest, and the difference was statistically significant in the presence of a high concentration of H_2_O_2_ (5 mM) (Figure 6). Moreover, in nonstressed cells or stressed cells in the presence of a low concentration of the oxidative compound (2 mM), the presence of melatonin increased the number of mitochondria, which became even higher when the melatonin concentration was increased (50 µM). However, when the stress was increased (5 mM), the presence of melatonin did not affect the number of mitochondria per cell, which was already quite high due to the intensification of oxidative stress (Figure 6). These tendencies were also observed in the presence of 10 mM H_2_O_2_ (data not shown).

The observation that melatonin affects complexes in different ways depending on the presence or absence of oxidative stress is supported by the validation analysis of two genes necessary for the growth during respiratory metabolism, *COX2* and *ATP20*: melatonin upregulated these genes after oxidative stress and downregulated them in non-stressed cells. *COX2* encodes a central subunit of Complex IV necessary to assemble a functional complex, and *ATP20* encodes a subunit of Complex V that produces a functional association with Complex IV, which is essential to achieve maximum levels of Complex IV activity [61].

This, together with the increase in complex IV activity observed by Zampol and Barros [24], shows similar behavior to that of melatonin in human cells, in which melatonin increases the activity and gene expression of Complex IV [62,63]. In mammals, one of the main roles of melatonin is the maintenance of the respiratory chain flux, mainly by increasing the activity of Complexes I and IV [64,65]. Since *S. cerevisiae* lacks Complex I, it seems that the action of melatonin could be focused on Complex IV, possibly due to the important role of Complex IV in ETC regulation. Defects in Complex IV increase ROS production, so this complex seems to be an indicator of the cell oxidative capacity and thus to be pivotal in ETC regulation [66,67,68]. On the other hand, Complex III was the most affected by melatonin in non-stressed cells, in which most of the genes related to this complex were repressed. In mammalian cells, despite the clear antioxidant function of melatonin, several works have reported that melatonin *per se* can act as a prooxidant to induce ROS generation in several cell lines [69,70,71], an effect that has also been suggested in yeast cells [16]. Recently, it was revealed that the ROS generation induced in mammalian cells by melatonin at micromolar concentrations occurs via Complex III [72]. Moreover, Hardeland [73] noted in a review that Complex III activity has been found to be unchanged or upregulated by melatonin in different studies in different cell types. However, in yeast, melatonin seems to repress the expression of this complex; therefore, the effect of melatonin in this complex must be further studied.

Melatonin differentially regulates the expression of genes involved in mitochondrial protection. *GDH3*, which encodes a protein involved in the glutathione system and ROS reduction in the stationary phase, is upregulated in non-stressed cells and downregulated in stressed cells (1 and 12 h) by melatonin. In contrast, melatonin downregulated the expression of *CIS1* in nonstressed cells but upregulated its expression after stress exposure (0.5 and 12 h) (Figure 5). Cis1p, a mitochondrial protein whose biological role is unknown in yeast, has been recently reported to participate in the mitochondrial import surveillance mechanism, alleviating protein import stress [74]. Mitochondrial import stress has been associated with an increase in the mitochondrial mass and with mitochondrial stress conditions, such as high levels of ROS [74]. Therefore, the observed induction of *CIS1* in conditions that resulted in an increase in the mitochondrial content per cell (H and MelH, Figure 5 and Figure 6) supported the hypothesis that this induction could be a response to maintain active mitochondrial import and, thus, mitochondrial function. Moreover, *CIS1* is induced by the transcription factor *PDR3*, which also mediates a multidrug resistance (MDR) response, and in our work, the conditions of stress and melatonin treatment (in stressed cells) also upregulated *PDR1,* another transcription factor related to MDR (reviewed in Kolaczkowska and Goffeau [75]). Therefore, one of the actions of melatonin could be the triggering of the MDR response.

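*PDR1* rose in H vs. Control with a log2 change of 0.23 (SE 0.060, adjusted p = 0.0166), which became −1.19 under spike-in scaling, where all genes shifted, and had 0.12 (SE 0.041) in MelH vs. H, not called. *CIS1* rose in H vs. Control by 1.92 (SE 0.10, adjusted p = 3.12e-05) and had 0.74 (SE 0.14, adjusted p = 0.319) in MelH vs. H. Of 14 genes of multidrug resistance 6 were higher and 7 lower in H vs. Control (6 and 7 when adjusted over the list alone) and 0 were called by limma in MelH vs. H, with 1 higher and 1 lower when adjusted over the list alone, and 3 and 1 at an unadjusted p under 0.05. The list had medians of −0.14 and 0.023 (adjusted p = 0.821 and adjusted p = 0.608), and the test of H vs. Control was directed upwards although the median and the mean of −0.10 were negative. Within slides 1 and 2 *CIS1* had 0.98 and 0.46 in MelH vs. H, and 0.72 with the slide as a block.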

Our results indicated that melatonin plays a very important role in mitochondria, suggesting that it could be the biological target of melatonin, as observed in humans [59], because in both organisms, mitochondria are the site of higher production of ROS/RNS [22] and therefore the site where the reported antioxidant effect of melatonin is most needed. Nevertheless, melatonin seems to play roles other than counteracting the effects of oxidative stress (as seen in mammalian cells [76]) because while the effect of melatonin is focused on the ETC, this stress mainly affects the mitoribosomes and the inner membrane (Datasets S11–S19), suggesting that the targets of melatonin in mitochondria could be different from those observed in association with oxidative stress. This is supported by the observation that melatonin affects different complexes and genes in different ways depending on the presence or absence of oxidative stress.

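With stress alone 60 of 70 mitochondrial ribosomal protein genes were lower and 1 higher in H vs. Control (60 and 1 when adjusted over the list alone), with a median log2 change of −0.47 (adjusted p = 2.70e-07, and adjusted p = 0.409 with an estimated correlation). *MRPL38* fell by 1.00 on the log2 scale (SE 0.092) and *MRPS9* by 0.83 (SE 0.041). Complex III was higher, with a median of 0.51 and a mean of 0.28 (adjusted p = 0.00631, and adjusted p = 0.409 with an estimated correlation), or a median of −0.91 under spike-in scaling, which lowered all genes. Complex IV had 7 genes higher and 4 lower (8 and 4 when adjusted over the list alone), with a median of 0.20 and a mean of −0.067, of the other sign (adjusted p = 0.271, the test directed upwards), and complex V 8 higher and 4 lower (8 and 4 over the list alone), with a median of 0.13 (adjusted p = 0.223). Of 8 genes of the mitochondrial genome 6 were lower and 1 higher (6 and 1 when adjusted over the list alone; adjusted p = 0.177). Within slides 1 and 2 the median of the mitochondrial ribosomal proteins was −0.42 and −0.51, and that of complex III 0.50 and 0.55.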

### 3.6. Effect of Melatonin on Cell Signaling

The transcription factors involved in the different conditions were determined using PheNetic, a web tool that uses publicly available interactomics data to create networks and reveal possible relevant regulators. An interaction network was created using all the genes that were found to be differentially expressed (−1 < FC > 1, *p*-value < 0.05) in the Mel vs. Control and MelH vs. H comparisons to identify the relevant regulators of the effects of melatonin (Figure S1A,B). As melatonin seemed to have a great effect on mitochondria, another network was created using only the mitochondrial genes that were differentially expressed in these conditions (Figure 7A,B).

The analysis highlighted Cin5p and Ste12p as the central transcription factors among the genes regulated by melatonin in stressed and non-stressed cells (Figure S1). 

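*CIN5*, a transcription factor gene of the Yap family, had a log2 change of 0.75 (SE 0.17, adjusted p = 0.201) in Mel vs. Control and 0.64 (SE 0.13, adjusted p = 0.328) in MelH vs. H. Under a slide block the melatonin changes were 0.79 and 0.65, and within slide 1 and slide 2 they were 0.93 and 0.65 without stress and 0.97 and 0.33 with it.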

*CIN5*, which was upregulated by melatonin in all conditions, is a member of the Yap family and is upregulated after the application of an external stimulus such as oxidative or osmotic stress (reviewed in Rodrigues-Pousada et al. [77]). Cin5p induces genes upregulated by melatonin in stressed cells (such as *SRX1*, *SET6* or *HSP30*) and in non-stressed cells (such as *HSP42*, *ISF1*, *GSY1*, *PIG2*, *HSP30* or *GAC1*) [78,79,80]. Both *CIN5* and *ADY2,* which were upregulated by melatonin in stressed cells in our study (Figure S1B, Table S4, Dataset S4), are known to be activated by Msn2/4p stress-responsive transcription factors [58,81]. This suggests that melatonin could increase the response to oxidative stress in stressed cells, indicating an additive effect to the stress, which supports the results of Section 3.4 regarding the response to oxidative stress.

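Among genes bound by Cin5p, *GSY1*, a glycogen synthase gene, had a log2 change of 0.85 (SE 0.22) in Mel vs. Control, and *PIG2* and *GAC1*, regulatory subunits of the phosphatase that acts on glycogen synthase, had 0.62 (SE 0.19) and 0.62 (SE 0.20), none called. *SET6* was measured well above background on 1 of 3 MelH arrays and none of the H arrays. It was not called in MelH vs. H, and no fold is given. Within slides 1 and 2 *GSY1* had 1.19 and 0.82, *PIG2* 0.97 and 0.46 and *GAC1* 1.06 and 0.38.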

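*ADY2*, a transporter gene of acetate and ammonium, was near background with stress, on 1 of 3 MelH arrays and none of 3 H arrays well above it. It was not called in MelH vs. H, and no fold is given. Of the general stress genes of Msn2/4p, 17 of 24 were lower and 4 higher in H vs. Control (17 and 4 when adjusted over the list alone), with a median log2 change of −0.44 (adjusted p = 0.0322, and adjusted p = 0.563 with an estimated correlation). *HXK1* fell by 2.48 on the log2 scale (SE 0.14) and *GLC3*, the glycogen branching enzyme, by 1.86 (SE 0.12), while *HSP26* rose by 1.76 (SE 0.11).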

Ste12p, Mga1p (a node in MelH vs. H, Figure S1B) and Gat3p (a node in Mel vs. Control, Figure S1A) regulate filamentation and activate genes related to pseudohyphal/invasive growth [82,83]. These transcription factors seemed to be downregulated by melatonin, which suggests that melatonin could modulate filamentous growth in *S. cerevisiae*, as reported for some aromatic alcohols (such as phenylethanol and tryptophol) [84,85] produced (similarly to melatonin) through aromatic amino acid metabolism. 

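The transcription factor gene *STE12* had a log2 change of −0.23 (SE 0.11) in Mel vs. Control and −0.27 (SE 0.056) in MelH vs. H, and *MGA1* had −0.11 (SE 0.16) and −0.83 (SE 0.33), none called. *GAT3* was not measured well above background on any of the 15 arrays, so no fold is given. Within slides 1 and 2 *STE12* had −0.30 and −0.24 in MelH vs. H and *MGA1* −1.58 and −0.22.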

When we focused only on mitochondrial genes, the same transcription factors were identified together with some additional transcription factors, such as Hap4p and Yrm1p in both stressed and nonstressed cells and Hap1p and Rox1p only in the Mel vs. Control comparison (Figure 7). Hap1p, Hap4p and Rox1p are heme-dependent transcriptional regulators. In the presence of heme, the Hap2/3/4/5 complex (in which Hap4p provides the activation domain) and Hap1p activate and upregulate genes required for aerobic growth, and Hap1p is also responsible for activating Rox1p, a repressor of hypoxic-related genes.

Therefore, in low-oxygen conditions (hypoxic growth), Rox1p is not expressed, and hypoxia-related genes are upregulated (reviewed by Siso et al. [86]). 

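*NDE1*, the external NADH dehydrogenase of mitochondria, fell in Mel vs. Control with a log2 change of −0.73 (SE 0.091, adjusted p = 0.0375). The cytochrome c gene *CYC1* had −0.60 (SE 0.11, adjusted p = 0.119), *CIR2* −0.47 (SE 0.085, adjusted p = 0.112) and *CLD1*, a cardiolipin-specific lipase, −0.77 (SE 0.31). *COX4*, a subunit of cytochrome c oxidase, had −0.47 (SE 0.13) and *INH1*, an inhibitor of ATP synthase, −0.50 (SE 0.11), and none of these 5 passed. Under a slide block *NDE1* had −0.69 (adjusted p = 0.0837), and within slide 1 and slide 2 −0.68 and −0.69, while *CLD1* had −1.31 and −0.14. Paired by replicate number, *NDE1* had adjusted p = 0.0802.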

In our study, melatonin downregulated genes related to aerobic conditions in non-stressed cells (mitochondrial or nonmitochondrial) that are targets of Hap1p (*NDE1*, *CYC1* but also *CIR2* and *CLD1*), Hap2/3/4/5 complex (*COX5A*, *COX4* but also *INH1*) or both factors (*CYT1*, *RIP1*) (Figure 7, Dataset S1) [79,87].

Under the same conditions, melatonin also upregulated several hypoxia-related genes that are targets of Rox1p, including three of the most upregulated genes (*DAN1*, *HEM13* and *ANB1*), several mitochondrial genes (*COX5B*, *AAC3* or *RCF2*) and other nonmitochondrial genes with high fold-changes (FCs) (*FET4*, *ARE1*, *GAC1*, *SUR2*, *FET3* and *LAC1*) (Figure 2 and Figure 7C, Dataset S1) [79,80]. All of these results suggest that melatonin could activate a hypoxic response in yeast cells, despite the slight upregulation of the transcription factors *HAP1*, *HAP4* and *ROX1* (which was only significant for *HAP1*) (Dataset S1). Indeed, Hap1p is known to be regulated by its interaction with heme at the protein level but not at the transcriptional level (reviewed at Siso et al. [86]).

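Genes repressed by Rox1p were higher as a list in Mel vs. Control, with all 13 positive and a median log2 change of 0.50 (adjusted p = 1.14e-10, and adjusted p = 0.0695 with an estimated correlation). Of the 13, 2 were called (*HEM13* and *ANB1*) and 7 were higher when adjusted over the list alone. The paper names *HEM13*, *ANB1*, *COX5B*, *AAC3* and *FET4* as higher targets of Rox1p on these arrays. It also lists the members *HMG2* and *TIR1* as higher there, so the list is not fully independent evidence. *TIR1* is in the DAN/TIR list too. *ANB1*, a translation factor gene of cells without oxygen, rose by 1.17 (SE 0.11, adjusted p = 0.0254). *COX5B*, the hypoxic isoform of a cytochrome c oxidase subunit, had 0.75 (SE 0.14, adjusted p = 0.110) and *RCF2* 0.26 (SE 0.091). With stress the list was lower, 9 of 13 called lower and 2 higher in H vs. Control (9 and 2 when adjusted over the list alone), although it did not pass against other genes (adjusted p = 0.251). Its median in MelH vs. H was 0.036 and its mean −0.0012, of the other sign (adjusted p = 0.778, the test directed upwards), with 0 called by limma and 1 higher and 1 lower at an unadjusted p under 0.05. The difference between the melatonin effects had a median of −0.48 (adjusted p = 1.11e-11) and passed with an estimated correlation too, at adjusted p = 0.00999. In Mel vs. Control the median was 0.50 with the slide as a block and 0.68 and 0.38 within slide 1 and slide 2.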

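The gene *ROX1* itself, the repressor of hypoxic genes, had a log2 change of 0.32 (SE 0.16, adjusted p = 0.548) in Mel vs. Control and *HAP4*, the activator subunit of the Hap complex, 0.24 (SE 0.13, adjusted p = 0.571). Within slides 1 and 2 *ROX1* had 0.63 and 0.011, and *HAP4* had 0.42 and 0.26. From the lower level of genes of aerobic growth together with the higher level of targets of Rox1p, the paper raises, as a possibility, that melatonin could activate a hypoxic response in cells without stress.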

Other results obtained also supported the notion that melatonin could trigger a hypoxic response in nonstressed cells, such as the enrichment of the “response to decreased oxygen levels” among the upregulated genes in the Mel vs. Control comparison (Figure 2, Dataset S13). Among these genes, we found *UPC2*, a sterol regulatory element that controls the expression of an anaerobic sterol transport system. The regulation of sterol import is tightly connected to anaerobic conditions, as it is specific to anaerobic growth [53,88]. Under anaerobic conditions, Upc2p is upregulated and induces the expression of the *DAN/TIR* genes, a group of eight cell wall mannoproteins that are expressed under anaerobic conditions [89]. Indeed, our results showed the upregulation of four genes of this complex, *DAN1, DAN4, TIR1* and *TIR4*, which are associated with the enriched “structural constituent of the cell wall” molecular function category (Table 2). 

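*TIR4* rose in Mel vs. Control with a log2 change of 1.22 (SE 0.12, adjusted p = 0.0254), and *TIR1* had 0.82 (SE 0.13, adjusted p = 0.0741) and *DAN4* 0.51 (SE 0.21, adjusted p = 0.475). Of the 8 DAN/TIR genes 2 were called (*DAN1* and *TIR4*) and 3 were higher when adjusted over the list alone, with 7 positive and a median of 0.55 (adjusted p = 5.97e-07, and adjusted p = 0.0730 with an estimated correlation). With stress 7 of the 8 were lower in H vs. Control (7 when adjusted over the list alone) and the median was −0.71 (adjusted p = 0.0325, and adjusted p = 0.409 with an estimated correlation). All 7 genes of the cell wall category in Table 2 were positive, 2 called and 7 at an unadjusted p under 0.05, chosen on these samples and not independent evidence. The median of the 8 in Mel vs. Control was 0.47 with the slide as a block and 0.32 and 0.56 within slide 1 and slide 2.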

*DAN1*, a well-known hypoxic-related gene, was the gene showing the highest FC in the Mel vs. Control comparison (Dataset S1). 

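*DAN1* (YJR150C), a mannoprotein gene of cells without oxygen, had a log2 change of 2.63 (SE 0.16, adjusted p = 0.00530) in Mel vs. Control, the largest of the 23 called, but with normexp it was 0.87, below those of *HEM13* (1.34), *CUP1-1* (1.25) and *ANB1* (1.15), so that its size and rank depend on the background correction. Its log2 level, relative to the 75th percentile of the array, was −6.28 ± 0.28 (SD, n = 3) in Mel and −8.91 ± 0.15 (SD, n = 3) in Control. All 3 Mel arrays but 1 of the 3 Control arrays measured it well above background, and no stressed array did. The SD of the negative control spots was 63.6, 44.0 and 26.1 intensity units on the Mel arrays and 5.57, 5.78 and 6.17 on the Control arrays. Whether this spread adds to the rise of so dim a gene was not tested. Under a slide block the log2 change was 2.70 (adjusted p = 0.0114), and within slide 1 and slide 2 it was 2.97 and 2.42.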

Some of our results agreed with those of Bendjiali et al. [90], which describes a response specific to hypoxia.

Indeed, it has been reported that hypoxia induces the formation of foci containing glycolytic enzymes, which increases the incorporation of carbon into pyruvate and oxaloacetate [91]. Recently, melatonin has been shown to bind a complex of glycolytic enzymes [17], and this binding would be related to yeast fermentative capacity [18]. 

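*PYC2*, a pyruvate carboxylase gene, had a log2 change of 0.45 (SE 0.15) in Mel vs. Control and *TDH3*, the main glyceraldehyde 3-phosphate dehydrogenase gene, 0.31 (SE 0.086), neither called. Of 21 genes of glycolysis and fermentation 18 were positive, with 0 called by limma over all genes or when adjusted over the list alone and 1 higher at an unadjusted p under 0.05. Under stress, in MelH vs. H, they had a median of −0.029 and a mean of 0.0034, of the other sign (adjusted p = 0.677, the test directed downwards), with 0 called by limma and 0 at an unadjusted p under 0.05. On slide 1 and slide 2 alone the median in Mel vs. Control was 0.14 and 0.13, and it was 0.16 with the slide as a block.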

Several glycolytic genes found in this complex, such as *PYC2* and *TDH3*, were upregulated by melatonin in non-stressed cells (Figure 1B,E, Dataset S1). Therefore, it seems that melatonin could trigger a hypoxia-like response in non-stressed *S. cerevisiae* cells regulated by the Hap complex, which could increase their fermentation performance. Nevertheless, more studies are needed to examine this hypothesis.

## 4. Conclusions

This study is the first to reveal the yeast transcriptional response in the presence of exogenous melatonin. *S. cerevisiae* was able to incorporate exogenous melatonin, which affected genome-wide gene expression levels upon entering the cell. In the absence of stress, melatonin exposure appears to activate genes related to transport, oxidoreductase activity and hypoxia and to downregulate genes related to mitochondria and the ETC (mainly Complex III), triggering a hypoxia-like response, which could enhance fermentation performance. Indeed, some heme-dependent transcriptional regulators (Hap1p, Hap4p, Rox1p), together with the stress response factor Cin5p, seem to play a crucial role in the effect of melatonin at the transcriptional level. These changes in gene expression could also prepare yeast cells for coping with additional possible stresses such as oxidative stress. It is well established that under environmental stress conditions, the cellular machinery of yeast is reprogrammed to achieve better adaptation to stress, affecting not only genes involved in antioxidant defenses but also genes involved in lipid metabolism and reproduction. In this context, melatonin might enhance energetic efficiency and signal transduction, conferring higher H_2_O_2_ tolerance to *S. cerevisiae*. Under oxidative stress, melatonin upregulates genes related to antioxidant activity, cellular detoxification, oxidoreductase activity and the respiratory chain (mainly Complex IV), inducing transcriptional and physiological changes in yeast mitochondria. Thus, in stressed cells, melatonin supplementation seems to contribute to the stabilization of the mitochondrial electron chain, as observed in humans. However, as also shown in humans (reviewed in Cardinali and Vigo [22]) melatonin can play other roles in the yeast mitochondria: it increases the cardiolipin concentration and acts as a mitochondrion-targeted antioxidant at both physiological and transcriptional levels, activating genes related to mitochondrial function and maintenance.

## Figures and Tables

**Figure 1:**
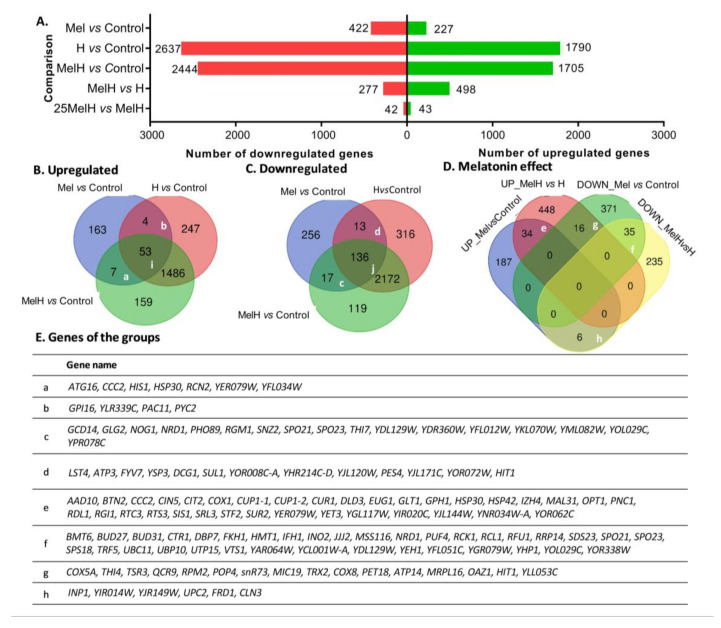
Distribution of differentially expressed genes in yeast cells grown with and without melatonin (5 μM or 25 μM), in stressed (2 mM of H_2_O_2_) and in unstressed conditions (Control, Mel, MelH, 25MelH and H). (**A**) The number of differentially expressed genes between different conditions (fold change −1 ≤ FC ≥ 1; *p*-value < 0.05). (**B**,**C**) Venn diagram showing the number of common genes found among the Mel vs. Control, MelH vs. Control and H vs. Control comparisons (up- (**B**) and down (**C**) regulated genes). (**D**) Venn diagram showing the number of common genes found among the up- and downregulated genes identified in the Mel vs. Control and MelH vs. H comparisons. (**E**) List of genes in some groups indicated in (**B**–**D**). The list of genes and the GO enrichment analysis of all the groups is shown in Table S1.

**Figure 2:**
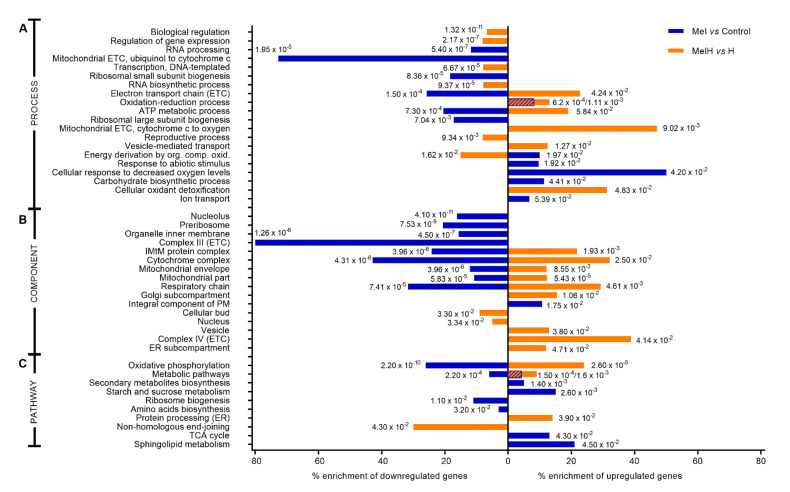
Categories enriched by differentially expressed genes that were up- (values to the left) and down- (values to the right) regulated (1 ≤ fold change ≥1; *p*-value < 0.05) among nonstressed (blue) and stressed (orange) (2 mM H_2_O_2_) cells in the absence or presence of melatonin (5 μM). Percentages of enrichment are calculated as the ratio of the number of up- or downregulated genes in relation to the total number of genes involved in each molecular function or pathway in *S. cerevisiae*. The numbers correspond to the *p*-values. When two *p*-values are presented, the left one corresponds to Mel vs. Control and the right to MelH vs. H. (**A**) Biological process function enrichment from Gene Ontology (GO) analysis, (**B**) cellular components enriched according to GO analysis, (**C**) pathway enrichment analyzed with the DAVID tool. Abbreviations: ETC, electron transport chain; ER, endoplasmic reticulum; TCA, citrate cycle, IMtM, inner mitochondrial membrane.

**Figure 3:**
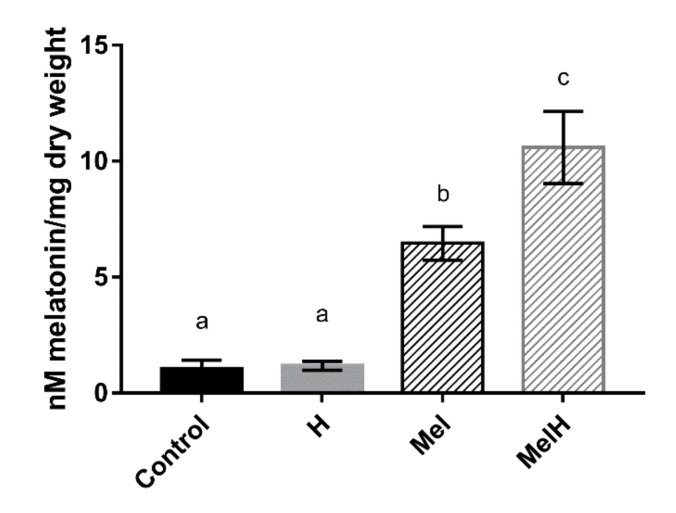
Intracellular melatonin quantification in cells untreated and treated with 5 μM of exogenous melatonin, before (Control and Mel) and after (H and MelH) being exposed to oxidative stress with 2 mM of H_2_O_2_. Error bars represent standard deviation, letters show statistical differences with *p*-value < 0.05.

**Figure 4:**
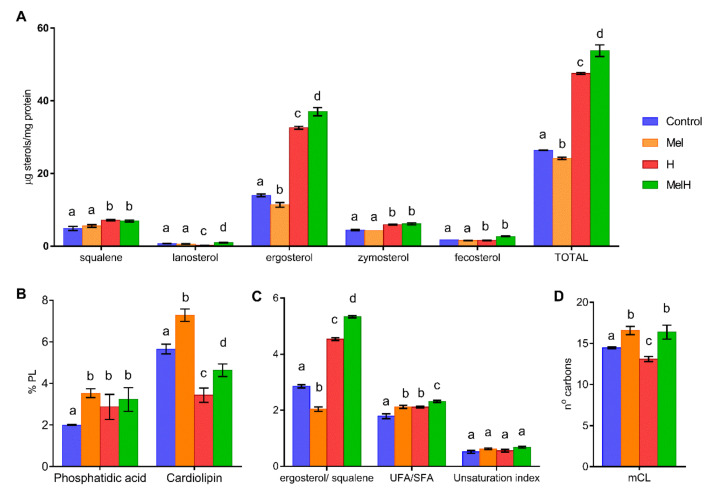
Lipid composition of nonstressed and stressed yeast cells with 2 mM of H_2_O_2_, grown with and without 5 μM of melatonin (Control, Mel, H, MelH). (**A**) Sterols. (**B**) Phospholipids. (**C**) UFA/SFA ratio (from Vázquez et al. [15]) and unsaturation index defined as follows: [(% C16:1 + % C18:1) + 2 (% C18:2) + 3 (% C18:3)]/100. (**D**) Medium-chain-length of FA (mCL, from Vázquez et al. [15]). Letters indicate significant differences between lipid concentrations (*p*-value < 0.05).

**Figure 5:**
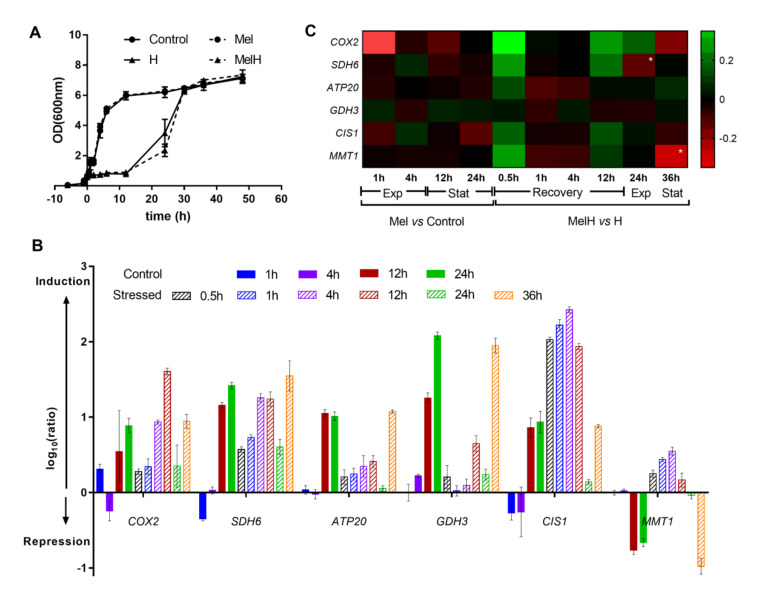
Expression of six selected genes over a time course. (**A**) Kinetics of yeast growth according to OD_600nm_ values. The cells were incubated with or without melatonin (5 µM) for 6 h, and two conditions (Mel, MelH) were subjected to 2 mM H_2_O_2_ treatment (0 h). (**B**) Expression of each gene of interest at different time points in the nonstressed and stressed conditions (Control, H), expressed as log_10_(ratio). The ratio represents the 2^−ΔΔCt^ value corrected to the 2^−ΔΔCt^ value of the Control at 0 h. (**C**) Heat map of the effect of melatonin on the expression of the six genes during the time course analysis in nonstressed and stressed cells. The color corresponds to the log_10_ of the ratio. The ratio represents the 2^−ΔΔCt^ value for the condition with melatonin corrected to the 2^−ΔΔCt^ value for the condition without melatonin. Genes are presented in rows, and the time points under both conditions are presented in columns. Exp, exponential phase; stat, stationary phase. High-intensity colors refer to values >0.35 (green) or < −0.35 (red) * significance level of < 0.05. Error bars represent the standard deviation, and the statistical analysis of B and C is presented in Table S3.

**Figure 6:**
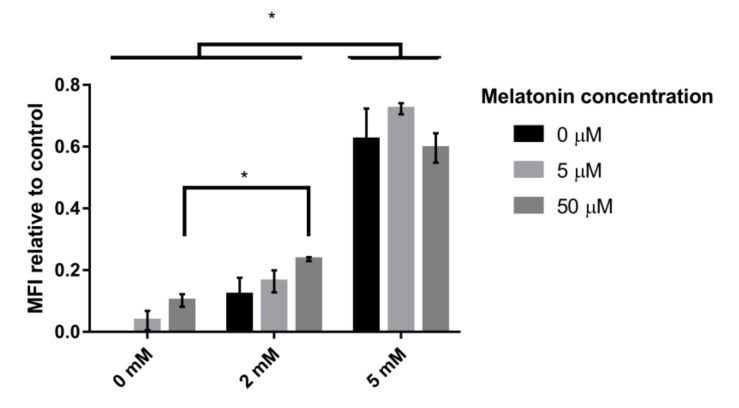
Effect of H_2_O_2_ and melatonin on the number of mitochondria per cell. The values are expressed as the mean fluorescence intensity (MFI) of the different conditions compared to the control. The cells were incubated with different melatonin concentrations (0 µM, 5 µM and 50 µM) and then subjected to treatment with different H_2_O_2_ concentrations (0 mM, 2 mM and 5 mM). Error bars represent the standard deviation, and * indicates statistically significant differences between media (*p* < 0.05).

**Figure 7:**
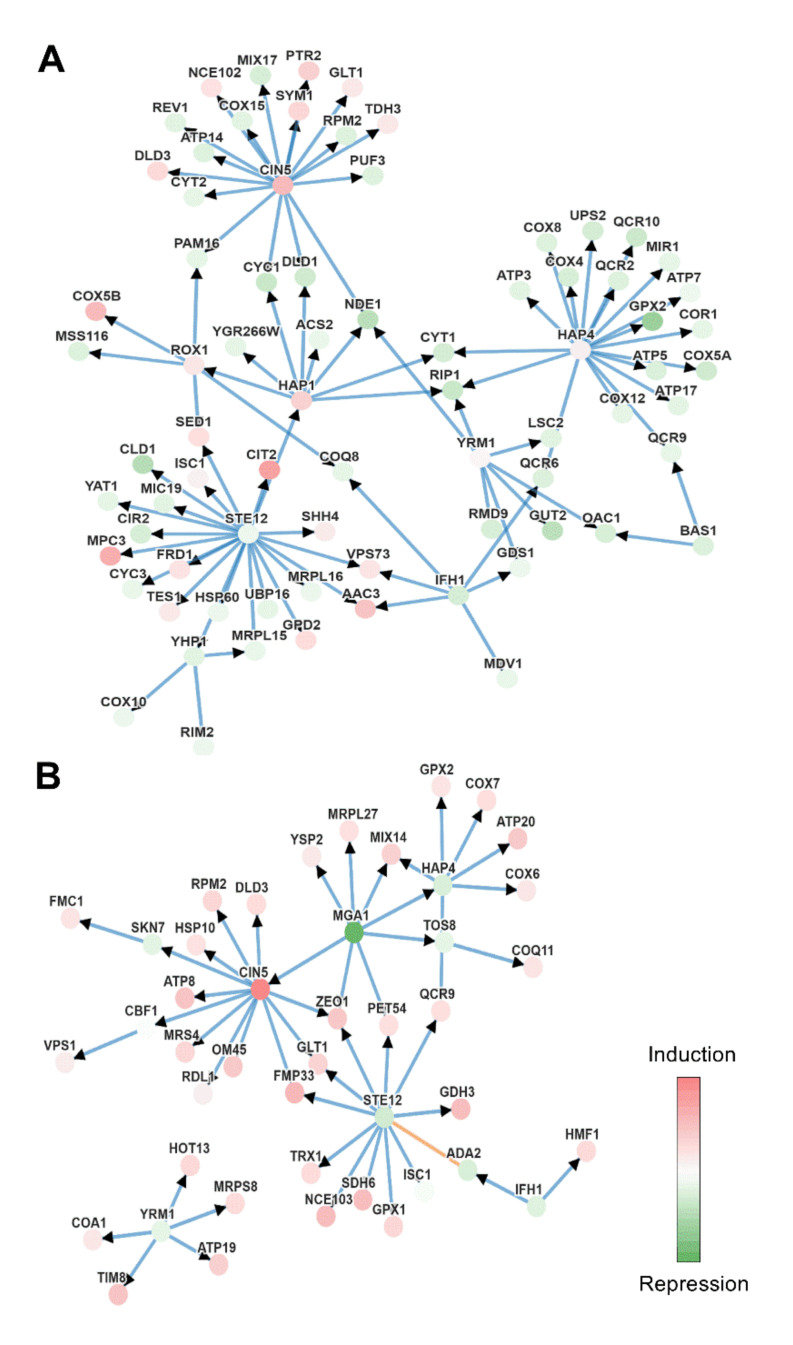
Genetic interactions given by Phenetics using mitochondrial genes with −1 < FC < 1, *p*-value < 0.05. Set of genes used in each comparation: (**A**) Mel vs. Control. (**B**) MelH vs. H. Nodes represent molecular entities, and the intensity of its color represents the level of differential expression, green being under-expression and red over-expression. The edges indicate the interaction between the genes (blue indicates protein-DNA and orange protein-protein), and the arrows the direction of the interaction.

**Table 1:** Primers used in this study for the analysis of gene expression by qPCR.

Gene Name	Nucleotide Sequence of Forward Primer (5′ to 3′)	Nucleotide Sequence of Reverse Primer (5′ to 3′)
*ACT1*	TGGATTCCGGTGATGGTGTT	CGGCCAAATCGATTCTCAA
*ADY2*	TTTCAGCCTTCGCGTTGAC	CTTGCGCTCTCGCATTGA
*ATP20*	GGGTCTTCAACCACCAACTGTT	GGCTCTGCTTATAAAGGTTCGAAT
*CIS1*	CCCATCGGGTTAGTTTCAAAAA	GACATGCTACCCACTCTGCAATAG
*COX2*	TCGTTGTAACAGCTGCTGATGTT	CCAGGAGTAGCATCAACTTTAATACCT
*GDH3*	CACCGGGTTCGGCTTAGTT	GCCGTTTGTTGCATAATCGA
*HEM2*	TTCCGCTATTCATCTCCGATAATCCAG	ACAGACATCGCAAATAATATACAGTTCAGG
*MGA1*	ATGGGCAGTCCCGTCCATTACT	TCGCATCATGTTCACCGTGGGT
*MMT1*	GCGTTGTTTGCGGATGCTA	GCAAAGTCAACAAGTCAGAAACCA
*SDH6*	ACTTCACCACCATTGAACACTTGT	GGGTGTGAAAAGGTGGCAATT
*SRX1*	CCTGTGTTGGATCCTCAA	GGCATAATATAGCGTCTGTC
*TAF10*	ATATTCCAGGATCAGGTCTTCCGTAGC	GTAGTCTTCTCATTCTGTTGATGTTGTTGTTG

Primer design was performed using Primer Express software (Primer Express 3.0 Applied Biosystems). The primer ACT1 was previously reported by Beltran et al. [34], and those for HEM2 and TAF10 were previously reported by Teste et al. [35].

**Table 2:** Molecular function enrichment according to the Gene Ontology (GO) analysis of differentially expressed genes that were up- or downregulated (fold change ≥ 1; *p*-value < 0.05) among nonstressed and stressed (2 mM H_2_O_2_) cells in the absence or presence of melatonin (5 μM) (Mel vs. Control, MelH vs. H). Percentages of enrichment are calculated as the ratio of the number of up- or downregulated genes in relation to the total genes involved in each molecular function in *S. cerevisiae*.

GO Term Molecular Function (*p*-Value)	% Enrichment	Gene Names
**Mel vs. Control**		
**Upregulated (227 genes)**		
Transporter activity (0.00174) Trasmembrane transporter activity (0.01011)	7.21	*OPT2, MEP1, SWH1, VMA11, YHK8, AGP1, COX5B, FET4,* *AZR1, LAM5, FET3, PTR2, VMA3, HES1, GAP1, OPT1,* *FCY21, MPC3, VPS73, STE6, CCC2, YMR279C, AAC3,* *MAL31, DIP5, COX1, MUP3, HSP30, DUR3*
Oxireductase activity (0.01995)	6.96	*YGL039W, HEM14, CUP1-2, COX1, SUR2, MDH2, GPD2,* *RNR3, HEM13, TSA2, CUP1-1, FRD1, AAD10, EUG1,* *MPO1, DLD3, HMG2, FET3, YJR149W, YGL185C, GLT1,* *TDH3, COX5B, SHH4*
L-serine ammonia-lyase activity (0.02)	75.00	*YIL168W, CHA1, YIL167W*
Structural constituent of cell wall (0.053)	16.28	*TIR4, TIR1, SED1, PIR5, DAN1, YBR067C, DAN4*
**Downregulated (422 genes)**		
Ubiquinol-cytochrome-c-reductase activity (2.11 × 10^−5^)	77.78	*COR1, QCR10, QCR8, QCR2, QCR9, QCR6, YEL024W*
Electron transfer activity (2.57 × 10^−5^)	28.07	*COX8, COX12, CYT1, QCR9, QCR6, COX4, CYB5,* *YEL024W, COX5A, QCR2, COR1, CIR2, DRE2, QCR8,* *CYC1, QCR10,*
Inorganic molecular entity transmembrane transporter (0.09017)	11.72	*MPH3, MMP1, AQR1, ATP3, ATP14, YBR294W, VBA3,* *ATP7, OAC1, YLL053C, MIR1, PHO89, COX12, COX8, HNM1, TAT2, YPR124W, PHO84, FEX2, ATP17, CTR3, CTR1, COX4, CTP1, KCH1, PRM6, ATP5, YBR219C,* *COX5A*
**MelH vs. H**		
**Upregulated (498 genes)**		
Oxireductase activity (2.24 × 10^−6^)	15.74	*GDH3, COX8, QCR9, AYR1, ALD3, SDH4, COX5A, GLT1,* *POX1, COX1, CUP1-2, HYR1, YKL071W, CUP1-1, MPD1,* *TRX2, CYC7, GPX1, HOM6, FRE6, COX6, DLD3, TRX1,* *COX3, MXR1, YKL107W, FRE3, COX7, COQ11, GTO1,* *CTT1, TSC13, GIS1, CIR1, YPR127W, YCR102C, DOT5,* *TPA1, GAL80, SER33, SUR2, SRX1, PRM4, HBN1, COX2,* *QCR7, AAD10, FDH1, ETR1, GRX2, GRX1, EUG1, HFD1,* *YJR096W*
Electron transfer activity (0.00877)	24.56	*CIR1, GRX2, GRX1, COX7, COX8, QCR9, CYC7, PRM4,* *COX6, COX5A, QCR7, COX2, COX3, COX1*
Antioxidant activity (0.01019)	32.26	*CUP1-2, DOT5, HYR1, GRX2, CUP1-1, GRX1, GPX1, SRX1, GTO1, CTT1*
Cytochrome-c oxidase activity (0.02878)	41.18	*COX1, COX3, COX7, COX2, COX5A, COX6, COX8*
Oxidoreductase activity acting on a sulfur group of donors (0.08819)	25.64	*TRX1, GTO1, SRX1, PRM4, EUG1, GRX2, MPD1, TRX2,* *GRX1, MXR1*
**Downregulated (277 genes)**		
Helicase activity (0.0165)	14.16	*YRF1-6, YRF1-7, DBP1, ARP5, YRF1-5, YHL050C, MSS116, MPH1, DBP7, YLL067C, YEL077C, YRF1-8, DHH1, SNF2,* *DBP3, YKU80*

**Table 3:** List of mitochondrial genes regulated by melatonin in nonstressed cells (Mel vs. Control) and stressed cells (MelH vs. H). The fold change and *p*-values are provided in Datasets S1 and S4. They are classified into different categories, and the genes that were upregulated and downregulated in each condition are listed.

Category/Element	Mel vs. Control		MelH vs. H	
	Upregulated	Downregulated	Upregulated	Downregulated
Complex II of ETC	*SHH4*		*SDH4, SDH8, SDH6*	
Complex III of ETC		*RIP1, CYT1, COR1, QCR2, QCR6, QCR9, QCR10, QCR8*	*QCR7, QCR9*	
Complex IV of ETC	*COX1, COX5B*	*COX5A, COX10, COX15, COX4, COX8, COX12*	*COX1, COX2, COX3, COX5A, COX6, COX7, COX8, COX17*	
Complex V of ETC		*ATP3, ATP5, ATP7, ATP17, ATP14*	*ATP8, ATP14, ATP15, ATP18, ATP19, ATP20*	
Other genes related to ETC	*RCF2*	*CYC1, CYC3, CYT2, COX10, COX15, NDE1*	*RCF1, CYC7, COQ10, COA1, CMC2*	*ALD5, COQ1*
Mitochondrial protection	*HSP78*	*SOD2, HSP60, GPX2*	*CIS1/YLR246C, GDH3, GPX1, TRX1, HYR1*	
Mitochondrial import		*PAM16, PAM18*	*TOM7, TIM8, HOT13, PAM17*	*XDJ1, MSK1, YJR045C*
Mitochondria morphology		*MIC19, MIC12, FMP30, MDV1*	*MIC19, MIC26, GET1*	
Mitoribosome	*PPE1*	*MRPL7, MRPL16, MRPL51, MEPL15, MRPL19, MRPL6, MRPS28, MRP21*	*MRPL16, MRPL44, MRPL32, MRPL27, YNL122C, MRP2, MRP17, MRPS5, RSM18, MRPS8*	*GEP3, MRP4*
Mitochondrial translation		*RPO41, RMD9, RPM2, MSS116, MTG2*	*CBP6, RPM2, RTC6, PET54*	*MSS116, MSS51, PET111, PET9*
Intergenomic signaling		*COR1, QCR2, QCR6, COX5A, COX8, ATP3, ATP5, ATP7, ATP14, ATP17, BNA4, MIR1, SOD2*	*COX6, COX5A, COX7, COX8, ATP14, ATP20, QCR7, SDH4*	
Mitochondrial transporters	*MPC3, AAC3*	*MIR1, CTP1, RIM2, YAT1, OAC1*	*HSP10, HXT6, OM14, MRS4, CRC1*	*MMT1, MDL1, GNP1, ATM1, YHM2*
TCA cycle	*MDH2, CIT2, SHH4*	*LSC2*	*CIT2, SDH4, SDH8, SDH6*	
Metabolism (other)	*HEM13, HEM14, CHA1, ICT1, SYM1*	*GUT2, ARG8, EHT1, CLD1, FOL1, UPS2, DLD1*	*YHR208W, AYR1, NCE103, CPT1, HFD1, ETR1*	*MAE1, HEM1*
Other genes ubicated in the mitochondria membrane	*RDL1, ISC1*	*COQ8, YGR266W, OMS1*	*ZEO1, OM45, RDL1*	*YBR238C, UTH1*
Protein modification		*MAS2*	*PTH2, ISA2*	*YTA12, UBX2, PTC5, YME1*
Other	*ISU1, MMF1, VPS73*	*CIR2, UBP16, PUF3, AIF1, AIM36, MIX17, POS5, DRE25*	*YBL059W, YPT7, FYV4, ISU2, YSC83, CIR1, AIM19, VPS1, YCR028C-A, ATG9, FMC1, YSP2, MIX14, FMP33, HMF1, ECM10*	*PKP1, CAF4*

## Supplementary Materials

The following supplementary materials are available online at https://www.mdpi.com/2076-3921/9/10/947/s1, Figure S1: Genetic interactions analyzed by Phenetics (A) Mel vs. Control. (B) MelH vs. H; Table S1: Categories enriched according to GO analysis of the common genes identified in different comparisons, as shown in a Venn diagram (Figure 1); Table S2: Enriched pathways according to a KEGG database analysis of genes that were differentially expressed among cells in Mel vs. Control and in MelH vs. H; Table S3: Statistical results of the ANOVA test for the data in Figure 5. Table S4: Gene expression values representing the effect of melatonin on the nine selected genes in Mel vs. Control and MelH vs. H cells; Datasets S1–S10: Microarray analysis data of the different comparisons, statistics (moderated t-test) and annotations for each gene. Genes filtered with *p*-value < 0.05 (S1–S5) or no filtered by *p*-value (S6-S10): S1,S6: Mel vs Control; S2,S7: H vs. Control, S3,S8: MelH vs. Control; S4,S9: MelH vs. Control; S5,S10: 25MelH vs. MelH; Datasets S11–S19: Results of the GO enrichments [molecular function (11, 14, 17), cellular component (12, 15, 18) and biological process (13, 16, 19)] of the genes differentially expressed in Mel vs. Control (11–13), MelH vs. H (14–16), H vs. Control (17–19).

How the deposited data were processed for this re-analysis (not part of the article)

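RNA levels of strain QA23 were measured on 15 arrays, 3 each of Control, Mel, H, MelH and 25MelH, which hold 0, 5, 0, 5 and 25 μM melatonin and 0, 0, 2, 2 and 2 mM H_2_O_2_. The groups were taken from the sample labels. The study calls the 3 arrays of a condition biological replicates, and n is the number of arrays.

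For each array the authors deposited the scanner's table, extracted with Feature Extraction 12.0.1.1, whose processed signal is an intensity in arbitrary units on a linear scale with the background subtracted. The authors also deposited a matrix of normalized values on the log2 scale, in which each probe is centred on its median over the arrays. Tested on the values, 6 of the 15 columns of this matrix equal the scanner table of the sample they are named for and 9 equal that of another sample. The columns named Mel hold the scanner values of MelH, those named H the values of Mel, and those named MelH the values of H. The lowest correlation over 6256 probes between a column and the scanner table it equals was 0.9997, and the highest with a further table was 0.902. The scanner tables with their own labels were used, and the matrix only as an alternative, with its columns paired with the tables they equal.

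Each array has 12512 spots that are not controls, 2 for each of 6256 probes. Control spots and spots that the scanner software marks as non-uniform or as population outliers were left out, 1 to 84 per array. Saturated spots would have been kept, and there were 0. The log2 signals of the spots of a probe were averaged, the 75th percentile of the array was subtracted, and of several probes of a gene the one with the highest mean over all arrays was kept, so that 32 probes were dropped and 6224 genes remained. Of these 5750 have a name in the gene table and 474 do not. No filter on dim probes was applied. The 75th percentile of the signal lay between 4195 and 5938 on arrays of Control and Mel and between 2265 and 3578 on those with stress. A gene near background is given as a lower bound or with the number of arrays that measured it.

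Comparisons of 2 conditions used only their 6 arrays, in limma 3.58.1 under R 4.3.3 with lmFit and eBayes, two-sided, with the Benjamini-Hochberg adjustment over all genes and a threshold of 0.05. No fold threshold was applied. The contrast (MelH − H) − (Mel − Control) was fitted on 12 arrays with a shared spread. Tables were read with data.table 1.17.8 and jsonlite 2.0.0. Shared calls of Mel vs. Control and MelH vs. H, which have no array in common, were tested with Fisher's exact test. Same-numbered arrays deviated together from their group means in Mel vs. Control (r of 0.106 to 0.280 over 3 pairs) and MelH vs. H (0.143 to 0.307), over 0.1 in every pair, and are treated as pairs there, which rests on the data and not on a stated design. In the other 4 comparisons 0 or 1 of 3 pairs were over 0.1, with a lowest r of −0.459. Among arrays of different conditions and different numbers, 16 of 60 pairs were over 0.1 as well, up to 0.528, so the pairing is uncertain. In both paired comparisons the arrays numbered 1 and 3 also shared a slide, while those numbered 2 did not and had r of 0.106 and 0.307. Across conditions, 19 of 44 pairs on the same slide and 13 of 30 with the same number were over 0.1. Number and slide are therefore not fully told apart. The paired fit has the replicate number as a block, for the difference between melatonin effects within each stress level. For comparisons that share the Control arrays, 100 simulations drew both the shared controls and pairs of unchanged groups. They used the spread of each gene within conditions and took genes as independent.

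Without tables of gene categories, 32 lists of genes were written from general knowledge and from the categories that the paper discusses, and were tested with camera (preset correlation 0.01), with the Benjamini-Hochberg adjustment over the lists. A list that passes differs from the other genes and not necessarily from 0. Some lists, among them the hypoxic one, hold genes that the paper reports as changed on these arrays, so their tests are not fully independent of the data. Genes of the study's own Figure 1E, Table 2 and Table 3 were counted, but not tested, as they were chosen from these arrays.

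Lists were fixed before the data were examined, as were all tests and alternatives but 5. Chosen after seeing the data were the alternatives with matrix columns as named, with matrix values at an unadjusted p and with arrays paired within a stress level, the test of the study's lists at an unadjusted p, and the narrowing of a test of scaling to quantile normalization. Genes are named where the sentence, figure group or table entry beside a passage names them, where they are among the 8 largest rises or falls of called genes whose groups do not overlap, or where they are among up to 4 members of a list with the largest change among those called, or with the smallest p if none was called. *ACT1*, *HEM2* and *TAF10* are named as reference genes. The paper's tables had been read by then. Dubious reading frames and near-identical copies were kept, and not all of them are marked.

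The test was tried on simulated data with the spread of these arrays and 200 changed genes. Genes were drawn independently, without slides or pairs, so the shares found hold for that setting and not for the real comparisons. For Mel vs. Control it called 32.8%, 76.1% and 93.9% of genes set to differ by 0.5, 1 and 2 on the log2 scale, and 5 of 140 calls were false. For the difference between melatonin effects it called 28.4%, 80.6% and 98.5%, with 2 of 140 calls false. A list raised by 0.5 passed in all 7 comparisons, with an estimated correlation too, but its genes were simulated as uncorrelated.

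Alternatives were normexp background correction (offset 50), quantile normalization, centring on the median, scaling on 7 spike-in probes, dim probes left out, a single fit over 15 arrays, the slide as a block, each slide alone, the replicate number as a block, an unadjusted p, a threshold of at least 2-fold, every probe by itself, the matrix values, each array left out in turn, and, for lists, an estimated correlation and fry. Normexp used the median signal of a spot. Measurements of the study other than the arrays, and its supplementary tables, were not used here.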

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

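The difference between the effects of melatonin with and without stress was tested itself, and 21 genes and 18 lists passed, with 1 list left under an estimated correlation. Each gene below is given because its melatonin effect differs between stressed and nonstressed cells, with the difference (MelH − H) − (Mel − Control) on the log2 scale by limma. The fit with paired arrays and the narrowed test of scaling were chosen after results were seen. The differences were positive for *PHO84* (1.30), *GPX2* (1.20), *CTR1* (0.94), *YOR338W* (0.90), *PET18* (0.74), *COX5A* (0.72), *YFL051C* (0.67) and *NDE1* (0.63), which encode transport of phosphate and copper, a peroxidase and parts of respiration among others. They were negative for *TIR4* (−1.42), *HEM13* (−1.23), *YHR022C* (−1.21), *ANB1* (−1.04), *DIP5* (−1.01), *DUR3* (−0.98), *YJR149W* (−0.96) and *TIR1* (−0.95), 4 of which are hypoxic genes. Of 100 splits of the samples, 4 gave as many genes, the real one included, with 26 as the highest of the others, and 3 gave as many lists, with 19 as the highest of the others, both a share under 0.05. For genes at an unadjusted p, 6 of 100 gave as many (613, with 747 as the highest of the others). Of the 16 splits that part all 6 pairs of same-numbered arrays, as the real one does, 2 gave as many genes and 2 as many lists, the real one included, with 21 and 18 as the highest of the others, while the 26 and 19 came from splits that part fewer. In these splits the unstressed and the stressed arrays were regrouped separately, so some can keep the real grouping of Mel and Control. Such splits carry the effect of Mel vs. Control, are not a measure of chance alone, and were not counted apart. Chance cannot be excluded for these counts, and the splits do not decide it. The number of genes fell to 0 without some single arrays, to 6 with the slide as a block and to 1 with paired arrays (*HEM13*), where 19 lists passed at the preset correlation.

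The paper does not make the comparison of 25MelH with H. In it 12 lists passed, but 0 with an estimated correlation and 4 with quantile normalization. With normexp 3 lists passed as higher and 11 as lower. Limma called 0 genes, with 1010 at an unadjusted p under 0.05, or 14 with normexp. In H vs. Control, outside the genes that the text of the paper discusses, iron uptake genes had a median log2 change of 1.21, heat shock proteins and chaperones of 0.73, the proteasome of 0.33 and the subtelomeric Y' helicases of −1.06. Under spike-in scaling the medians of the first 3 were −0.21, −0.70 and −1.09.

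With 3 arrays against 3 there are 10 splits of the samples, too few for a share under 0.05. For Mel vs. Control the real split gave 23 genes and 17 lists and the highest of the others 1 and 11, so that 1 of 10 gave as many of each. The 4 splits that part all 3 pairs of these arrays include the real one, and the other 3 gave at most 0 genes and 9 lists. For H vs. Control they were 4260 genes and 19 lists against 0 and 17 (1 and 1 of 10), and for MelH vs. Control 3878 genes and 18 lists against 0 and 18 (1 and 2 of 10). For MelH vs. H they were 0 genes and 9 lists against 4 and 7 (10 and 1 of 10), and the split that follows the slide gave those 4 genes, while the real split with the slide as a block gave 0. The 3 other splits that part all pairs here gave at most 0 genes and 7 lists. For 25MelH vs. MelH they were 0 genes and 6 lists against 0 and 7 (10 and 2 of 10). At an unadjusted p they were 81 genes against 567, the 81 being the lowest of the 10 splits, and the reason was not tested. For 25MelH vs. H they were 0 genes and 12 lists against 7 and 7 (10 and 1 of 10), the 7 genes from the split that follows the slide, where the real split with the slide as a block gave 0.

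Genes of complexes III, IV and V, 40 in all, had a median difference between the melatonin effects of 0.35, 36 positive and 4 negative, with medians of −0.24 in Mel vs. Control and 0.12 in MelH vs. H (camera adjusted p = 3.99e-12, and adjusted p = 0.0485 with an estimated correlation). A difference between slides, the noise of dim probes, the scaling of arrays and a single array were each tested, and the values argue against all 4. The median was 0.31 with the slide as a block, 0.35 over the 38 members well above background on every array, 0.34 relative to all genes with quantile normalization, the one scaling that could move it (0.33 without), and at least 0.30 with any array left out, the lowest without Mel replicate 3. With paired arrays and an estimated correlation the set had adjusted p = 0.0596, so that call ended while the median is the same by design. A hypothesis is that melatonin may act on respiratory genes in opposite directions with and without stress, and it was found and tested on the same data. The high spread of the negative control spots on the Mel arrays was not tested by itself. Relative to all genes the median was 0.33 with normexp and 0.33 without, and it was 0.35 over the 38 members well above background. For this set these values argue against a cause through the background signal. Other ways in which the spread could bear on it stay open.

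The 20 hypoxic and DAN/TIR genes had a median log2 change of 0.51 in Mel vs. Control, 19 of them positive (camera adjusted p = 2.09e-14, and adjusted p = 0.0433 with an estimated correlation). Against a difference between slides stands a median of 0.47 with the slide as a block, against the noise of dim probes one of 0.50 over 19 members, and against a single array a lowest median of 0.38, without Mel replicate 3. With an estimated correlation the list had adjusted p = 0.153 with the slide as a block, 0.053 over the 19 members and 0.265 with paired arrays, so the calls ended although the medians stayed near. Less oxygen in the Mel cultures, from their growth or handling, could give the same change, was not tested and cannot be separated here from an effect of melatonin. Relative to all genes the median was 0.45 with normexp and 0.52 without, and the member outside the 19 is *DAN1*. The high spread of the negative control spots on the Mel arrays was not tested as an explanation here. The paper names several of these genes as higher on the same arrays, so the set is not independent of them.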

How the results depend on the processing

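Of the counts of genes and lists, 233 values under alternatives lay within 1.5 times the count reported and 74 did not. For the lists 1414 values kept direction and side of the threshold, 277 lost the call and 19 reversed. For the named genes 3507 were the same, 336 newly passed, 462 no longer passed, 36 changed sign without having been called and 6 reversed from a call. The cause was not tested for any of these. The alternatives with matrix columns as named, with matrix values at an unadjusted p, and with arrays paired within a stress level, were chosen after seeing the data. For Mel vs. Control (23 genes) the count was 1 with spike-in scaling, 54 with dim probes left out, 251 with a single fit over 15 arrays, 1 with the slide as a block, 100 with slide 1 only, 0 with slide 2 only, 9 with the replicate block, 626 at an unadjusted p, 12 at 2-fold or more, 3890 with matrix columns as named and 646 with matrix values at an unadjusted p. Leaving out single arrays gave 0 to 20, with 0 without Mel replicate 3 and 1 without Mel replicate 1 or any Control replicate. For H vs. Control (4260) it was 1513 with slide 2 only, 759 at 2-fold or more and 22 with columns as named (3819 to 4237 with single arrays left out). For MelH vs. Control (3878) it was 5937 with spike-in scaling, 1040 with slide 2 only and 765 at 2-fold or more (3370 to 3588). For MelH vs. H (0 by limma) it was 3 with slide 1 only, 770 at an unadjusted p, 3481 with columns as named and 781 with matrix values at an unadjusted p (0 to 0). For 25MelH vs. MelH (0) it was 12 with spike-in scaling, 81 at an unadjusted p and 88 with matrix values at an unadjusted p (0 to 0), and for 25MelH vs. H (0) 3 with quantile normalization, 20 with dim probes left out, 1010 at an unadjusted p, 3435 with columns as named and 1003 with matrix values at an unadjusted p (0 to 0). For the difference between melatonin effects (21) it was 8 with spike-in scaling, 32 with a single fit over 15 arrays, 6 with the slide as a block, 0 with slide 1 only and 0 with slide 2 only, 2 with the replicate block over all 12 arrays, 1 with the replicate block within stress level, 613 at an unadjusted p, 7 at 2-fold or more, 53 with columns as named and 644 with matrix values at an unadjusted p. Leaving out single arrays gave 0 to 126, with 0 without H replicate 1, H replicate 3 or MelH replicate 1, 1 without Control replicate 1 or MelH replicate 3, 2 without Control replicate 2, 3 without H replicate 2 and 126 without Mel replicate 2. Calls in both melatonin comparisons (0) were 99 at an unadjusted p and 98 with matrix values at an unadjusted p (0 to 0). Lists passing in Mel vs. Control (17), H vs. Control (19), MelH vs. Control (18), MelH vs. H (9), 25MelH vs. MelH (6) and 25MelH vs. H (12) were 0 in each with an estimated correlation, and 1 of 18 for the difference between melatonin effects. With fry they were 5, 30, 3, 0, 5 and 10 in Mel vs. Control, H vs. Control, MelH vs. H, 25MelH vs. MelH, 25MelH vs. H and the difference. Quantile normalization gave 12, 3 and 4 lists in H vs. Control, 25MelH vs. MelH and 25MelH vs. H, and normexp 12 in H vs. Control and 18 in 25MelH vs. MelH. Leaving out single arrays gave 14 to 17, 18 to 19, 17 to 18, 9 to 12, 1 to 6 (1 without MelH replicate 3), 9 to 13 and 14 to 19 lists in these 7. The direction reversed with quantile normalization for glycolysis (adjusted p = 0.443 in H vs. Control and 0.331 in MelH vs. Control), amino acid biosynthesis (0.659 and 0.641) and cytosolic ribosomal proteins (0.479 in 25MelH vs. MelH and 0.728 for the difference). With normexp it reversed for sporulation (0.194 in H vs. Control and 0.516 in MelH vs. Control), in 25MelH vs. MelH for glycolysis (0.0133) and cytosolic ribosomal proteins (9.89e-31), and in 25MelH vs. H for complex III (0.0975), complex IV (0.460), complex V (0.0157), glycolysis (0.0104), heat shock proteins (0.0140), cytosolic ribosomal proteins (3.74e-16) and the proteasome (1.07e-07). Cytosolic ribosomal proteins reversed without MelH replicate 1 in MelH vs. H (0.0195, with 1.37e-07 to 0.584 over all arrays left out) and without MelH replicate 3 in 25MelH vs. MelH (0.461, with 2.01e-21 to 0.786). Among called genes beside the paper's sentences, *NRD1* (0.047 with median centring) and *RGM1* (0.14 with normexp) reversed in MelH vs. Control, *YCL046W* (0.049 with normexp) in Mel vs. Control, and *PDR1* (−1.19), *ACT1* (−1.12) and *HEM2* (−1.26) with spike-in scaling in H vs. Control. Called list members turned too with spike-in scaling there, such as *NOP7* (−0.31), *LYS20* (−0.44) and *RPN1* (−0.42). Of genes not called, *SNZ2* changed sign in MelH vs. Control with quantile normalization (0.052), *GPX1* in MelH vs. H with normexp (−0.040), and *TSA2*, *VMA3*, *ISC1*, *RCF2* and *SHH4* in Mel vs. Control with spike-in scaling. The median log2 change of all genes was 0.35 and 0.34 with normexp in 25MelH vs. MelH and 25MelH vs. H. With spike-in scaling it was −1.36 in MelH vs. Control, −0.29 in Mel vs. Control, 0.15 in MelH vs. H, −0.13 in 25MelH vs. H and 0.44 for the difference. With the replicate block, sporulation newly passed in Mel vs. Control (0.0486), general stress genes for the difference, paired within stress level (0.0465), and amino acid biosynthesis no longer in MelH vs. Control (0.0519), and it changed no other list's call. Of named genes called outside the paired comparisons, *NRD1*, *RGM1* and *HEM2* no longer passed with it. The arrays closest to an array of another condition with their own number were 8 of 15. Spike-in scaling, slides alone and every probe by itself were not run for the lists. Signal over background limits *PHM6*, *SPO19*, *Q0182*, *YBR032W*, *RGM1*, *HXT5*, *JEN1*, *DAN1*, *YCL046W*, *ADY2*, *SET6*, *POX1*, *GPX1* and *GAT3*.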

Differences from the paper's values

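The alternative with matrix values at an unadjusted p was chosen after seeing the values. The paper states the same test, adjustment and threshold, and the unadjusted p departs from that statement.

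In Mel vs. Control 23 genes passed, 14 higher and 9 lower, against the paper's 649, 227 and 422. Of the alternatives set before the data were examined, only the unadjusted p under 0.05 came within the paper's values, with 626, 238 and 388. All others, including the matrix values at an adjusted p, differed. The matrix values at an unadjusted p, chosen after seeing the values, gave 646, 225 and 421.

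In MelH vs. H limma called 0 genes, 0 higher and 0 lower, against the paper's 775, 498 and 277. The unadjusted p gave 770, 445 and 325 and was the only alternative set before the data were examined that did not differ. The matrix values at an unadjusted p, chosen after seeing the values, gave 781, 501 and 280. Of 466 entries, each a gene in 1 of the 2 melatonin comparisons, that the paper's figure and tables list, all had the direction listed, and this added alternative drops 2, since 464 (99.6%) passed under it, where 437 (93.8%) had an unadjusted p under 0.05 from the scanner values and 18 (3.86%) an adjusted one.

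In 25MelH vs. MelH limma called 0 genes against the paper's 85. The unadjusted p gave 81 and all other alternatives set before the data were examined differed, while the matrix values at an unadjusted p, chosen after seeing the values, gave 88.

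Genes called in the same direction in all 3 comparisons with Control numbered 4 against the paper's 189. Genes called in the same direction in Mel and MelH, and not so in H, numbered 0 against the paper's 24. Genes moving the same way in both melatonin comparisons numbered 0 against the paper's 69, and genes moving in opposite directions 0 against the paper's 22. For each of the 4 the unadjusted p was the only alternative set before the data were examined that did not differ, with 177, 26, 73 and 26, and the matrix values at an unadjusted p, chosen after seeing the values, gave 187, 24, 72 and 26.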

Other observations

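Stress alone moved several groups of genes that the text of the paper does not discuss. Iron uptake genes rose in H vs. Control, 14 of 23 higher and 5 lower (14 and 5 when adjusted over the list alone; camera adjusted p = 7.23e-04, and adjusted p = 0.409 with an estimated correlation). All 15 genes of the subtelomeric Y' helicases, near-identical copies, were lower, with *YRF1-5* at −1.13 (SE 0.12) (adjusted p of the list = 0.00119, and adjusted p = 0.570 with an estimated correlation). Of 34 proteasome genes 29 were higher and 0 lower (29 and 0 when adjusted over the list alone), with *RPN1* at 1.01 (SE 0.047) (adjusted p = 3.80e-08, and adjusted p = 0.409 with an estimated correlation). The chaperone gene *HSP82* rose by 1.53 (SE 0.13). Within slide 1 and slide 2 the medians were 1.02 and 1.08 for iron uptake, −0.94 and −1.31 for the helicases, and 0.29 and 0.33 for the proteasome.

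Amino acid biosynthesis genes went both ways in H vs. Control, 18 of 42 higher and 12 lower (18 and 12 when adjusted over the list alone), with *LYS20* at 0.98 (SE 0.053) and *ILV5* at −1.58 (SE 0.068). Genes of sulfate and methionine metabolism had 8 of 24 higher and 10 lower (9 and 10 when adjusted over the list alone), with *SUL2* at −1.59 (SE 0.044) and *MET6* at −1.51 (SE 0.085), and the test was directed upwards (adjusted p = 0.719) although the median of −0.075 and the mean of −0.19 were negative. Of 17 genes of the phosphate regulon 5 were higher and 8 lower (5 and 8 when adjusted over the list alone; adjusted p = 0.821). Among hexose transporters *HXT6* and *HXT7* had −3.54 (SE 0.062) and −3.40 (SE 0.075). The reference genes *ACT1*, *HEM2* and *TAF10* had 0.31 (SE 0.057, adjusted p = 0.00416), 0.17 (SE 0.048, adjusted p = 0.0234) and −0.079 (SE 0.043, adjusted p = 0.148), and spike-in scaling made *ACT1* and *HEM2* lower in H vs. Control.

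With the columns of the normalized matrix as named, an alternative chosen after seeing the data, 3890 genes passed in Mel vs. Control and 22 in H vs. Control. Taken at an unadjusted p, the columns as named gave 4138 and 646 genes and the scanner labels 626 and 4422, where the paper has 649 and 4427, so that the paper's counts go with the scanner labels.

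Genes whose 2 groups of 3 arrays did not overlap numbered 1126 in Mel vs. Control, 4609 in H vs. Control, 4317 in MelH vs. Control, 1331 in MelH vs. H, 348 in 25MelH vs. MelH and 1570 in 25MelH vs. H, where chance gives a share of 10% of 6224 genes.

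A test chosen after the counts had been seen asked whether the study's lists could have been taken at an unadjusted p. Of the 466 listed entries, each a gene in 1 comparison, 93.8% had an unadjusted p under 0.05 in the direction listed, so that the lists are consistent with an unadjusted threshold, and the study's own computation was not run here.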
